# Deletion of Mediator 1 suppresses TGFβ signaling leading to changes in epidermal lineages and regeneration

**DOI:** 10.1371/journal.pone.0238076

**Published:** 2020-08-28

**Authors:** Yuko Oda, Thai Nguyen, Akiko Hata, Mark B. Meyer, J. Wesley Pike, Daniel D. Bikle

## Abstract

Epidermal lineages and injury induced regeneration are controlled by transcriptional programs coordinating cellular signaling and epigenetic regulators, but the mechanism remains unclear. Previous studies showed that conditional deletion of the transcriptional coactivator *Mediator 1 (Med1*) changes epidermal lineages and accelerates wound re-epithelialization. Here, we studied a molecular mechanism by which Med1 facilitates these processes, in particular, by focusing on TGFβ signaling through genome wide transcriptome analysis. The expression of the TGF ligands (Tgfβ1/β2) and their downstream target genes is decreased in both normal and wounded Med1 null skin. *Med1* silencing in cultured keratinocytes likewise reduces the expression of the ligands (TGFβ1/β2) and diminishes activity of TGFβ signaling as shown by decreased p-Smad2/3. Silencing *Med1* increases keratinocyte proliferation and migration *in vitro*. Epigenetic studies using chromatin immuno-precipitation and next generation DNA sequencing reveals that Med1 regulates transcription of TGFβ components by forming large clusters of enhancers called super-enhancers at the regulatory regions of the *TGFβ* ligand and *SMAD3* genes. These results demonstrate *that Med1* is required for the maintenance of the TGFβ signaling pathway. Finally, we show that pharmacological inhibition of TGFβ signaling enhances epidermal lineages and accelerates wound re-epithelialization in skin similar to that seen in the *Med1* null mice, providing new insights into epidermal regeneration.

## Introduction

Skin epithelia are highly regenerative tissues developmentally derived from the ectoderm. They are differentiated into three appendages, interfollicular epidermis (IFE), sebaceous glands (SG) and hair follicles (HF). They drive lineage specific transcriptional programs potentially by coordinating cell signals and epigenetic regulators. These lineages are supported by adult stem cells and their progeny residing in distinct niches. The epidermis is regenerated by putative epidermal stem cells in the basal layer [1] which with differentiation produce epidermal markers such as Keratin 1 (KRT1), Involucrin (IVL), Loricrin (LOR), and Filaggrin (FLG) in part utilizing AP-1 factors of the Fos/Jun families. Sebocytes are derived from isthmus/junctional zone/infundibulum (isthmus/JZ/I) in upper hair follicle (HF) [2]. *Prdm1/Blimp1* is key regulator within sebocytes in their production of lipids driven by PPARγ [3]. Hair is regenerated from the lower bulge region of HFs [1], the regulation of which is under the control of a number of transcription factors including those of the hedgehog and wnt/β -catenin pathways. Under normal circumstances, these lineages are controlled by distinct transcriptional programs, but upon injury, the stem cells and progeny near the wound site alter their fate to contribute to the re-epithelialization of the wounds. However, the master regulator governing these lineages and enabling their response to injury is not known, limiting the development of a strategy to improve epidermal regeneration during cutaneous wound healing.

Mediator is a transcriptional coactivator recently implicated in cell specific transcription. Mediator was originally thought to facilitate nuclear receptor or transcription factor driven transcription as part of the RNA polymerase II complex [4–6]. For example, we previously identified the Mediator complex originally known as VDR interacting proteins (DRIP) as critical for the actions of the vitamin D receptor (VDR) in epidermal keratinocytes [7]. However, epigenetic studies *(in vitro*) have expanded this concept by showing that Mediator forms large clusters of enhancers called super-enhancers (SEs) [8, 9]. SEs are implicated in cell fate determination and control lineage plasticity [10] by facilitating cell specific transcription by linking them to the initiation complex at these specific promoters [11]. For example, Mediator facilitates the transcription of four key transcription factors (TFs) that reprogram somatic cells to embryonic stem cells (ESC) through SEs, whereas the reduced levels of Mediator induce ESC differentiation by blunting the activity of these TFs [8, 12].

Previously, we evaluated the function of one of the subunits of the Mediator complex, *Mediator 1 (Med1*) (also called DRIP205 or TRAP220) [4–6]) in somatic cell fates. Conditional deletion of *Med1* from Krt14 expressing epithelia postnatally switches the cell fate of dental epithelia to that generating hair [13–15]. In contrast, the same *Med1* KO mice show hair cycle defects resulting in hair loss (alopecia), but with an increase in IFE markers [13]. Moreover, Krt5 driven *Med1* KO mice were noted to have accelerated wound re-epithelialization at 8 wk [16]. These results suggest that *Med1* governs epidermal lineages in skin and teeth.

In this study, we explored the molecular mechanisms by which *Med1* facilitates these processes through genome wide transcriptomic and epigenetic analyses followed by *in vivo* functional studies. We focused on the transforming growth factor β (TGFβ) signaling because our current genome wide transcriptomic studies presented in this report indicate that TGFβ is a top candidate for mediating *Med1* action. In addition, TGFβ signaling is known to participate in the functions of various stem cells [17].

TGFβ ligands (TGFβ 1, 2) bind to the type I receptor (TGFbR1 also known as Alk5) and type II receptor (TGFbR2). Upon ligand binding to the type I receptor, transcription factors of SMAD2 and SMAD3 are phosphorylated and induce transcription of target genes [18, 19]. TGFβ signaling regulates production of extracellular matrix (ECM) proteins such as collagens and connective tissue growth factors such as *CTGF/*CCN2. TGFβ maintains quiescence of epithelial stem cells and supports cell lineages by functioning as a specific master regulator but in a context dependent manner [17]. The activity of TGFβ signaling can be targeted by drugs to treat various diseases [20]. One of them is RepSox, that blocks TGFβR1/TGFβR2 phosphorylation. We used this drug as a pharmacologic test of the role of TGFβ signaling in the maintenance of epidermal lineages and regeneration during cutaneous wounding healing.

In the current study, we show that *Med1* regulates TGFβ signaling through epigenetic regulation of TGFβ ligands and its transducer transcription factor (TF) (SMAD3). Our results suggest a means of enhancing injury induced epidermal regeneration by manipulating TGFβ signaling.

## Materials and methods

### Krt14-driven *Med1* KO mice

Conditional *Med1* KO mice were generated as described [13]. Briefly, floxed (exon 8–10) *Med1* mice [21] (C57/BL6 background) were mated with transgenic mice expressing *Cre* recombinase under the control of the keratin 14 (Krt14) promoter (The Jackson Laboratory, C57/BL6 background). Genotyping was performed by PCR as previously described [13]. The Cre negative littermate mice serve as controls (CON). All of the experiments were approved by the Institutional Animal Care and Ethics Committee at the San Francisco Department of Veterans Affairs Medical Center.

### Microarray analysis

Gene expression profiles were analyzed using a lllumina beads chip based gene array (Mouse Ref-8 v2.0 Ambion) including 25,600 annotated transcripts and 19,100 genes. Sample preparation, labeling and array hybridizations were conducted according to standard protocols by the UCLA Neuroscience Genomics Core Facilities.

The data were normalized in the Genome Studio (Illumina). The fold changes (log) in gene expression of *Med1* KO over control were calculated (average intensity, *p*-values, and standard deviation). The data were then analyzed by using the Ingenuity IPA software (Ingenuity) via data transformation by setting the score and the *p-*value less than 0.005. Several analyses performed to predict upstream regulators and affected pathways were conducted using IPA software. The upstream molecules were listed, which are potentially responsible for the observed changes in gene expression. The statistical significance of potential upstream regulators was evaluated by the z-score and the *p-*values calculated through the algorithm installed in IPA software. Heat maps were prepared by using MeV software using fold changes (KO/CON).

### Chromatin immunoprecipitation and DNA sequencing

Chromatin IP was performed by using the LowCell# ChIP kit (Diagenode) for H3K27ac, and by using the iDeal ChIP-kit for transcription factors (Diagenode) for MED1 and CTCF according to the manufacturer's protocol with some modifications as described.

Pre-confluent keratinocytes were cross-linked by 1% paraformaldehyde for 8 min for H3K27ac and for 15 min for MED1/CTCF then quenched with 0.125M glycine. Whole cell lysates (for H3K27ac) or purified chromatin (MED1/CTCF) were sonicated by Covaris S2200 ultrasonicator (Covaris, Inc.). The shearing conditions were optimized to obtain the DNA fragments with to an average length of 300±50 bp, and the size of which was verified by an Agilent 2100 Bioanalyzer (Agilent Technologies). Sheared chromatin was immunoprecipitated with Protein A-coated magnetic beads (Diagenode) preincubated with antibodies: 3 μg of antibody against H3K27ac (ab4729, Abcam), 1 μg CTCF antibody (Diagenode) and 4.5 μg MED1 antibody (Bethyl). Experiments were carried out in duplicates (2) for MED1, in triplicate for CTCF (3), and once for H3K27ac (1), and a chromatin input sample was used as a reference to subtract background for peak calling. Complexes were washed, eluted from the beads with washing buffer and crosslinks were reversed by incubation at 65C for 4 hr. Immunoprecipitated DNA along with genomic DNA (Input) were purified using IPure v2 kit (Diagenode). IP efficiency was confirmed by qPCR using primers provided in the kits.

ChIP-seq library preparation: DNA Sequencing libraries were generated using the Accel-NGS 2S Plus DNA library kits (Swift Sciences) and amplified by PCR for 11 cycles. To remove high MW smear in the library, right side size selection was conducted by using SPRI beads (Beckman Coulter). The library was quantified by Agilent 2100 Bioanalyzer with the High sensitivity DNA assay. They were sequenced on an Illumina HiSeq 4000 (UCSF Center of advanced technology) in a single strand 50bp run (combining 8 libraries per lane).

Sequencing reads were mapped to the human genome hg19 using Bowtie2 with standard parameters only allowing uniquely aligned reads as previously described [22–26]. Peaks were called against input using MACS2 for H3K27ac, Med1, and CTCF using both broadPeak and gapped Peak output [27]. Motif analysis (de novo and known) was performed using HOMER software [28]. All data were displayed using the UCSC genome browser. Enhancers were stitched and super-enhancers were defined using ROSE code as described [8]. ROSE was run with stitching distance of 12.5kb. SE were then assigned to the RefSeq genes whose TSS was the nearest to the center of the identified SE deposited in the Gene Expression Omnibus.

### Reproducibility and statistical analysis

All of the experiments using *Med1* KO mice were repeated with at least two litters, and reproducibility was confirmed. The experiments using cultured keratinocytes were conducted in triplicates (3 wells) for statistical analyses, and reproducibility was confirmed by using independent batches of cells. Histologic images were quantitated by Bioquant software using 2 sections per mouse with 3 mice per each group of KO and CON. Statistical significance was calculated using the Prism software 6 (GraphPad Software, Inc.) or in two-tailed unpaired Student’s t-test available in Excel. Differences with *p-*values of less than 0.05 were considered statistically significant and indicated by asterisks.

Other experimental procedures are described in Supporting information.

## Results and discussion

### *Med1* ablation reduces expression of TGFβ ligands, Smad3 transducer and TGFβ downstream target genes

To elucidate a molecular mechanism of *Med1* action, we determined genome wide transcriptional profiles through microarray analyses. *Med1* conditional KO mice, in which the *Med1* gene was excised by Cre recombinase driven by the Keratin (Krt) 14 promoter, and littermate Cre negative control (CON) mice [13, 15, 21] were used. Epidermis was separated from dermis in *Med1* KO and CON mice at 10 wk of age when abnormal anagen shift was obvious in Med1 KO skin compared to CON skin (telogen). Epidermal keratinocytes were isolated from epidermis with mild trypsin treatment to exclude differentiated cells. Total RNAs were purified and applied to a bead-based gene array as previously described [14]. Expression profiles of KO and CON keratinocytes were compared (GSE50672 n = 4 under super series GSE50673). Upstream analyses using IPA software listed potential regulators through which Med1 functions. Both the protein and the mRNA for TGFβ 1 came to the top of the list with greatest statistical significance (activation z-scores with p-values) (S1 Table red letters) among other candidates (S1 Table). In addition, they were predicted as inhibitory regulators (S1 Table fourth column). The TGFβ target genes were also reduced in KO cells (Fig 1A heat map, 1B pathway map). These are mainly genes for ECM proteins such as *Col6a1*, *Col3a1*, *Col17a1*, and ECM related genes such as *Ctgf*, *Cyr61*, *Cd34*, *Igfbp3*, in which IPA annotation suggested their role in cell quiescence and migration (Fig 1B). The mRNA expression of *Tgfβ* ligands (*Tgfβ1/β2*) and its signal transducer Smad3 decreased in KO cells (Fig 1C qPCR, B pathway). The expression of TGFβ1/β2 proteins was substantially diminished in KO skin compared to CON (Fig 1D–1G). The location of the ligands was demonstrated by colored triangles; IFE (white), isthmus/JZ/I (yellow), and HF bulge (red) in CON skin (Fig 1D left CON). However, the levels of the ligands decreased in KO skin when CON is in telogen (T) (Fig 1D KO). Enlarged images of HF in Fig D are shown in Fig 1E, in which shape of the HF is shown by dotted lines. Enlarged IFE in Fig D, on which the area with a white triangle is focused, is shown in Fig 1F. Lack of the TGF ligands (green) in KO skin is indicated by dotted colored arrows in IFE (white), isthmus/JZ/I (yellow), and HF bulge (red). The TGF ligands were also diminished in KO compared to CON skin at anagen as shown by long HFs (A) (Fig 1G CON KO). The presence and absence of the ligands are shown by the same colored triangles and dotted arrows, respectively. These results demonstrate that these changes are independent of hair cycling. The anti-TGFβ antibody we used recognizes both TGFβ1 and TGFβ2.

**Fig 1:**
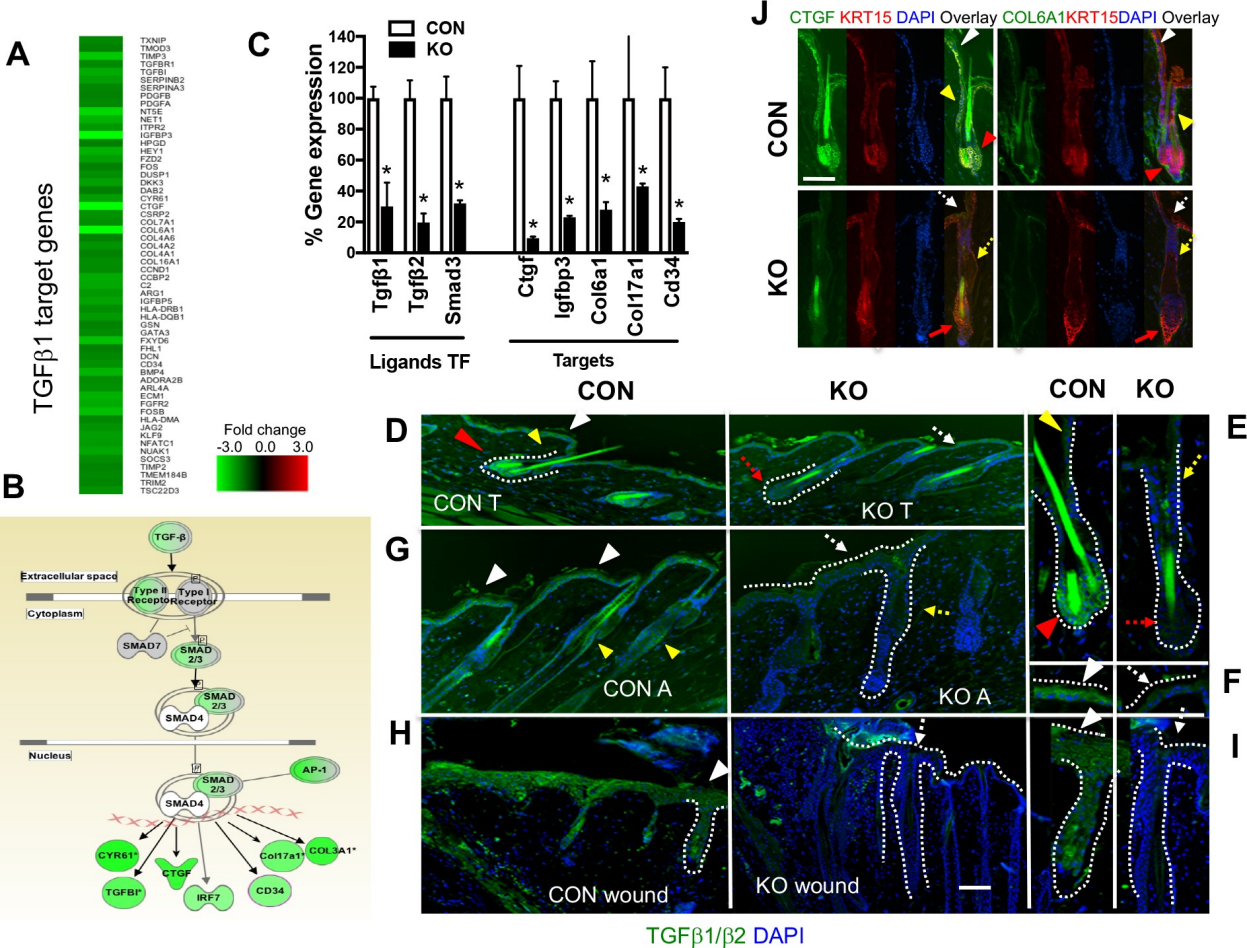
*Med1* ablation reduces TGFβ signaling in the skin. (A) Expression profiles of keratinocytes isolated from Med1 KO and CON mice (10wk) were compared by using microarray. The heat map (fold changes) shows that a number of TGFβ1 target genes are down-regulated in KO keratinocytes (green). (B) Pathway analysis (IPA) shows down-regulation of TGFβ pathway in KO keratinocytes. Down-regulated genes are shown by green color. (C) The mRNA levels of TGFβ ligands, signal transducer (SMAD3), and a series of TGFβ target genes in CON (open bars) and KO keratinocytes (closed bars). Percentage expression of KO compared to CON was calculated by qPCR measurements (mean +/- SD, n = 3, t-test * p<0.05). (D-I) Immuno-staining of TGFβ1/β2 in telogen (D), anagen skin (G), and wounded skin (1d) (H) of CON and KO skin. Green signals (TGFβ1/β2) overlaid with blue DAPI counterstain. Bars = 50 μm. The pictures were taken by the same exposure between CON and KO to visualize green signals in CON, that masks blue counterstain by overlay. However, the lack of green signal shows DAPI blue background in KO. The shape of HFs and edges of epidermis are shown by dotted lines. (E) Enlarged images of TGFβ1/β2 staining focused on HF in Fig D, in which HF is shown by dotted line. The locations of TGFβ1/β2 (green) are demonstrated by colored triangles; HF (red), isthmus (yellow) and IFE (white) in CON skin. Lack of the ligands in KO at equivalent locations is shown by dotted arrows by the same colors. (F) Enlarged images of TGF ligands in Fig D, focused on IEF (white arrows). (G) Immuno-staining of TGFβ1/β2 at anagen skin characterized in long HF. The location of the ligands is shown by colored triangles similar to telogen skin (D). (H) Immuno-staining of TGFβ1/β2 at wound edges of 1 d skin wounds. (I) Enlarged images of TGF ligands in Fig H, focused on HF/IFE region (shown by dotted lines) of wounded skin. (J) Immuno-staining of CTGF and COL6A1 (green, left panels), KRT15 (red, middle) and DAPI (blue, second from right), with merged images (right panels) of epidermis and HFs at 10 wk. Bars = 50 μm.

The TGFβ target proteins (green), CTGF and COL6A1, were present as shown by colored triangles in isthmus/JZ/I (yellow) and bulge (red) and IFE (white) in CON (Fig 1J upper panels), but they were diminished in KO. Lack of green signals in equivalent isthmus, bulge and IFE is shown by dotted arrows (Fig 1J KO overlay images). The KRT15 antibody (red) revealed the location of HF stem cells but also stained other keratinocytes in IFE and isthmus/JZ/I. These results demonstrate that *Med1* inhibits the expression of TGFβ signaling genes from epidermal keratinocytes. Immuno-staining of skin sections by SMAD3 and p-SMAD2/3 antibodies was inconclusive.

### *Med1* ablation reduces TGFβ ligands during injury induced epidermal regeneration

Next, we explored *Med1* regulation of TGFβ signaling during injury induced regeneration of the epidermis. We induced the wound response in skin by taking a full thickness biopsy (3 mm) from the back skin of KO and CON mice at 8 wk when CON skin was in telogen. RNA was purified from wound edges (1-2mm) of CON and KO skin (KO T) 1 day after wounding when the wound closure and re-epithelialization rate were faster in KO skin but collagen deposition in dermis was similar (Masson stain S2A Fig). The expression profiles of KO and CON wounds were obtained by microarray (GSE50670). When array data were applied to the TGFβ signaling pathway template in IPA software, the expression of TGFβ signaling related genes was generally reduced in KO wounds (S1 Fig lower panel green). IPA analysis also listed TGFβ as an upstream regulator (S1 Fig upper panel). TGFβ protein was detected in both epidermis (Fig 1H white triangle) and HF at the wounding edge (Fig 1H CON left panel). However, its level was substantially diminished in epidermis of KO wounds, although it remains comparable in the dermis (Fig 1H KO right panel). Enlarged images of H are focused on the HF/IFE area shown by dotted lines (Fig 1I CON, KO). Lack of green signals in KO is demonstrated by blue DAPI counter-staining, which is usually masked at green overlaid images (Fig 1I KO). The mRNA levels for epidermal TGFβ target genes (*Ctgf*) were substantially decreased in the KO in both normal and wounded skin at 1 day (S2B Fig). In contrast, the mRNA expression of several different myofibroblast markers including α-smooth muscle actin (α-SMA or acta2) were moderately reduced in normal and wounded skin of KO (S2C Fig), suggesting limited Med1/TGFβ regulation in myofibroblast driven wound contraction.

### *Med1* silencing reduces TGFβ signaling and increases cell proliferation *in vitro*

Next, we explored the mechanism of *Med1* dependent regulation of TGFβ signaling in cultured keratinocytes. They were maintained under pre-confluent conditions with low calcium to prevent their differentiation. *MED1* expression was blocked by transfection of siRNA (mixture of 4 *MED1* specific siRNAs) (siMED1), in which good blocking efficiency was confirmed by comparing with scrambled siRNA transfected control cells (siCon) (Fig 2A qPCR). *MED1* silencing decreased mRNA expression of ligands (*TGFβ1*, *TGFβ2*), signal transducer (*SMAD3*) and downstream target genes *CTGF*, *COL61* and *COL171* (Fig 2A). The activity of TGFβ signaling was evaluated by levels of nuclear phospho-SMAD2/3 (p-SMAD2/3) by using immunohistochemistry. *MED1* silencing reduced basal p-SMAD2/3 substantially (Fig 2B left) and suppressed recombinant TGFβ1 (rTGFβ1) induced expression (Fig 2B right) in keratinocytes. These results were supported by the quantitation of p-SMAD2/3 positive cells (Fig 2B right graph). The high level of p-SMAD2/3 without rTGFβ1 indicates that basal TGFβ activity is present in keratinocytes. *MED1* silencing also increased cell proliferation (Fig 2C EdU images with quantitation) and enhanced migration of keratinocytes in the *in vitro* scratch wound model (Fig 2D, images and quantitation). *MED1* silencing also changed cell morphology in which the honey cone epithelial shape is diminished (Fig 2D). These data demonstrate that *Med1* silencing reduces TGFβ signaling by suppressing expression of ligands (TGFβ1/β2) and signal transduction through p-SMAD2/3. Culture of mouse keratinocytes from adult Med1 KO and CON mice was not successful given the lack of adhesive and proliferative capability.

**Fig 2:**
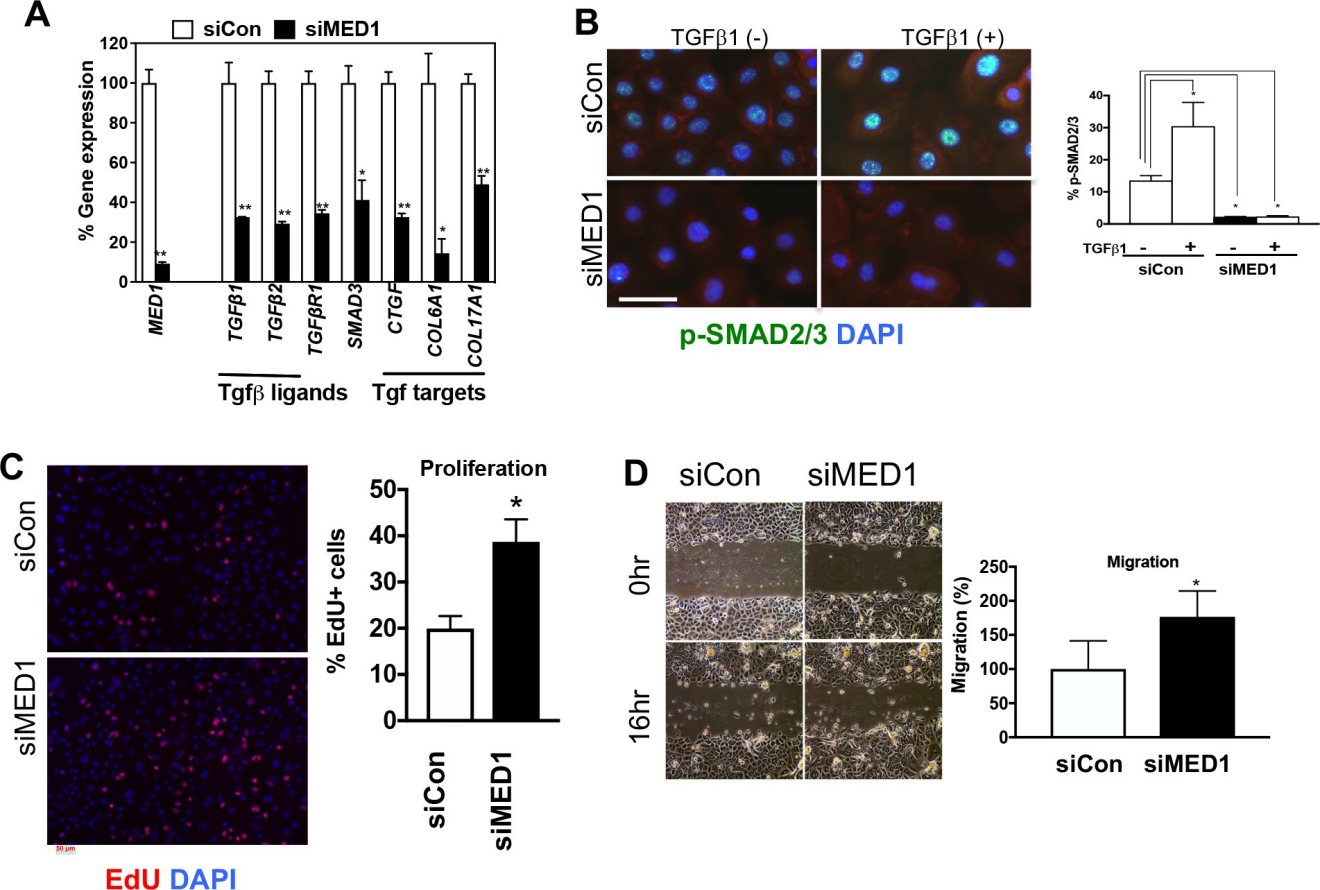
*MED1* silencing suppresses TGFβ signaling *in vitro*. (A) mRNA expression of *MED1*, *TGFβ* related genes in Med1 silenced (siMED1) and control (siCon) cells (qPCR, mean +/- SD n = 3, t-test, *p<0.05, **p<0.01). (B) Immuno-staining of p-SMAD2/3 (green) treated with or without rTGFβ1, red cytoplasmic β-catenin (red) with DAPI blue counterstain Bars = 50 um. Graph shows the number of nuclear p-SMAD2/3 positive cells (mean +/- SD, 3 fields, t-test, *p<0.05). (C) Cell proliferation evaluated by EdU (red). Graph shows quantitation of EdU positive cells per total cells (DAPI) (mean +/- SD, 5 fields, t-test, *p<0.05). (D) Photographs of monolayer culture of *MED1* silenced cells (siMED1) and control cells (siCon) right after scratch (0h) and overnight culture (16hr) are shown. The migration was quantitated by measuring empty spaces remaining after cell migration (5 fields, t-test, *p<0.05).

### MED1 is recruited into large enhancers/SEs in TGFβ1, TGFβ2 and SMAD3 loci

We then explored the underlying molecular mechanisms responsible for MED1 regulation of TGFβ signaling in cultured keratinocytes. 

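ChIP-seq data of cultured primary human keratinocytes were analysed from the peak lists the authors deposited, one list for each library. There were 2 libraries for MED1, 3 for CTCF, which binds DNA at the anchors of chromatin loops, and 1 for H3K27ac, a histone mark of active enhancers. The authors aligned the reads to the human genome hg19 with Bowtie2, kept uniquely aligned reads and called peaks against input with MACS2. Peaks were called for each library and not on pooled replicates. The lists held 52319 and 59112 peaks for MED1 replicates 1 and 2, 85533, 108632 and 68572 for CTCF replicates 1, 2 and 3, and 49028 for H3K27ac. MED1 peaks were broad, with a median width of 2302 bp in replicate 1 and 2181 bp in replicate 2 on chromosomes 1 to 22, X and Y, and 2715 and 2758 of them exceeded 20 kb. The MED1 and CTCF lists give a fold enrichment over input and −log10 p and q for each peak. The H3K27ac list gives a score only, of no stated scale, and is not in the broadPeak form that the methods name. The numbers of reads are not in these lists, so the depth of each library is unknown and no interval for counting error can be given.
MED1 peaks at most 12.5 kb apart were stitched into regions, separately in each replicate. ROSE ranks stitched regions by read density, which peak lists do not hold. The signal of a region was therefore the sum over its peaks of fold enrichment times length, and regions above the point where the ranked signal curve has a slope of 1 were taken as SEs. This signal grows with the length of the called peaks, and a region's rank depends on it. Of the MED1 peaks of replicate 1, 80.7% overlapped a peak of replicate 2 by at least 1 bp, against 16.8% after circular shifts of the peaks along each chromosome (one-sided permutation test with 1000 shifts, p = 0.001, the smallest they can give). In the other direction the share was 73.4%, against 15.5% after shifts. With reciprocal overlap of at least 50% required, the mean of both directions fell from 77.0% to 44.3%. The mean after shifts fell from 16.2% to 1.74%. For CTCF, the share of peaks overlapping a peak of another replicate ranged from 60.4% to 95.6% over the ordered pairs of the 3 replicates.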

We conducted chromatin immuno-precipitation and next generation DNA sequencing (ChIP-seq) to define Med1 driven large enhancers, SEs, that are expected to drive transcription of cell specific genes [9]. Cells were fixed, sonicated and immune-precipitated using an antibody against MED1. Antibody against acetylated histone 3 at lysine 27 (H3K27ac) also mapped transcriptionally active enhancers co-related to SEs. 

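Of the SEs re-derived from the MED1 peaks, 99.3% ± 0.022 (SD, n = 2 MED1 replicates) overlapped an H3K27ac peak by at least 1 bp, against 57.8% after circular shifts of the SEs along the chromosomes (one-sided permutation test with 1000 shifts, p = 0.001, the smallest they can give). With shifts of only 100 to 500 kb, which keep an SE in its neighbourhood, the share after shifting was 80.2%. Among the other stitched MED1 regions, 71.5% ± 1.44 (SD, n = 2) overlapped an H3K27ac peak, against 16.7% after 100 shifts. SEs are long, so the share reached by chance is higher for them than for the other regions. H3K27ac peaks covered 26.3% of the length of the SEs in replicate 1 and 24.2% in replicate 2. They covered 24.6% and 22.9% of the length of the other regions, so the covered share of SEs and other regions differed by less than 2 percentage points in each replicate. Of all H3K27ac peaks, 75.2% ± 0.40 (SD, n = 2) overlapped a MED1 peak. There was 1 H3K27ac library, so its own replicate error is unknown.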

CTCF antibody marks DNA looping positions to span SEs. 

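Merging overlapping CTCF peaks of the 3 replicates gave 110538 sites, of which 52720 were found in all 3 replicates, 19803 in 2 and 38015 in 1. A CTCF site of all 3 replicates lay within 10 kb of 60.0% ± 1.67 (SD, n = 2 MED1 replicates) of the SE edges, against 29.7% after circular shifts (one-sided permutation test with 1000 shifts, p = 0.001, the smallest they can give). The share was 46.9% within 5 kb and 81.7% within 25 kb, against 18.4% and 51.6% after shifts. Shifts of 100 to 500 kb narrowed the difference most, with 41.5% of the edges near a site after shifting in replicate 1 and 42.2% in replicate 2. At the edges of the other stitched MED1 regions the share within 10 kb was 47.7% ± 0.078 (SD, n = 2), against 29.3% after 100 shifts. The difference between SE edges and other edges was larger than the spread between the MED1 replicates, although no test between these sets was run. The SEs at SMAD3 and downstream of TGFB2, described below, had no such site within 10 kb of either edge. For MED1 replicate 1, the nearest peak of CTCF replicate 1 was 27.9 and 17.4 kb from the edges at SMAD3. At TGFB2 it was 20.1 and 22.2 kb from them. The region at JUNB, not called as an SE, had a peak of each CTCF replicate within 0.142 kb of both edges. Peak positions do not show which sites contact each other in a loop.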

MED1 bound DNAs were sequenced and analyzed as described [22, 26]. MED1 defined 9873 typical enhancers (Fig 3A) in keratinocytes that span short DNA segments (<1kb) proximal from transcriptional start sites (TSS). 

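Stitching gave 23119 regions in MED1 replicate 1 and 23535 in replicate 2, a mean of 23327 ± 294 (SD, n = 2). Below the SE cut-off were 21985 and 22314 of them. Of the regions of replicate 1, 87.8% overlapped a region of replicate 2. The regions below the SE cut-off had a median span of 6.29 kb ± 0.12 (SD, n = 2), and 13.9% of them in replicate 1 and 15.9% in replicate 2 spanned less than 1 kb. A TSS of a protein-coding transcript lay inside 34.3% and 35.3% of these regions, and within 1 kb of 39.7% and 40.1% of them. Their median distance to the nearest such TSS was 10.2 kb in replicate 1 and 9.71 kb in replicate 2. The number of regions depended most on the peak threshold. Keeping only peaks with −log10 q of at least 5 left a mean of 9166.5 regions.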

One example is shown near *JUNB* loci (Fig 3C). In contrast, MED1 retrieved 377 SEs (3.8% of total enhancers) (Fig 3A and 3B) that span long DNA segments (>20kb) with elevated MED1 peak heights, which were selected by Rose code as described previously [8, 12]. 

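JUNB (ENSG00000171223) lies on chromosome 19 of GRCh37 from 12902300 to 12904129 on the plus strand. The stitched MED1 region with the highest signal in the window of Fig 3C ran from 12884591 to 12912452 in replicate 1 and from 12885756 to 12912548 in replicate 2, and contained the whole gene. Its span was 27.3 kb ± 0.76 (SD, n = 2) and its signal 0.63 ± 0.019 (SD, n = 2) of the SE cut-off, at rank 2066 of 23119 regions and 2047 of 23535. It was thus not called as an SE in either replicate. Its mean fold enrichment over input, 6.12 ± 0.12 (SD, n = 2), was above that of 98.3% of the regions in replicate 1 and 99.2% in replicate 2.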

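The tangent cut-off retrieved 1134 SEs in MED1 replicate 1 and 1221 in replicate 2, which were 5.05% ± 0.20 (SD, n = 2) of all stitched regions. Of the SEs of replicate 1, 1002 overlapped an SE of replicate 2. All but 1 of the SEs in each replicate spanned more than 20 kb. Their median span was 101 kb ± 5.64 (SD, n = 2), and they held 44.1% of the summed MED1 signal in replicate 1 and 45.2% in replicate 2. Length alone did not define them, since 5466 and 5801 stitched regions exceeded 20 kb. The median over the SEs of the mean fold enrichment of a region was 4.43 ± 0.45 (SD, n = 2), against 2.66 ± 0.047 (SD, n = 2) over the other regions, a difference larger than the spread between replicates. Fold enrichment enters the signal that defines SEs, so a difference in this direction is partly built in. The setting that moved the number of SEs most was the peak threshold, and with −log10 q of at least 5 the mean was 450 SEs.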

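Each re-derived SE was assigned to the protein-coding gene of the GENCODE annotation whose TSS lay nearest to its center. For this rule the TSS was the outermost start of each gene, so other start sites of its transcripts were not counted. This gave 1065 genes for the SEs of MED1 replicate 1 and 1151 for those of replicate 2, with 883 genes in both. SMAD3 was assigned 1 SE in each replicate. TGFB2 was assigned 3 SEs in replicate 1 and 2 in replicate 2. COL6A1 was assigned 1 in each. JUNB, TGFB1, TGFBR1, SMAD2 and CTGF were assigned 0 in either replicate. The paper assigned its SEs to RefSeq genes, so its assignments may differ.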

We also identified SE associated genes with annotations in an enhancer distribution profile (Fig 3B right side of dotted line). 

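SMAD3 (ENSG00000166949) lies on chromosome 15 of GRCh37 from 67356101 to 67487511 on the plus strand. One stitched MED1 region covered the whole gene in both replicates, from 67287651 to 67491376 in replicate 1, where it held 11 peaks, and from 67284875 to 67491325 in replicate 2, where it held 19. Its span was 205 kb ± 1.93 (SD, n = 2). MED1 peaks covered 89.2% of it in replicate 1 and 81.6% in replicate 2. Of the region, 10.0 kb fell in exons of SMAD3 and 121.4 kb in its introns, and the rest lay mostly upstream of the gene. Its signal was 3.68 ± 0.43 (SD, n = 2) times the SE cut-off, with rank 90 among 23119 regions in replicate 1 and rank 125 among 23535 in replicate 2. Its mean fold enrichment was 4.33 ± 0.52 (SD, n = 2). The region was called as an SE under every alternative run, but with only peaks of −log10 q of at least 5 its span was 154 kb in replicate 1 and 91.0 kb in replicate 2, and with stitching at 25 kb the mean was 288 kb.

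**Figure D1:**
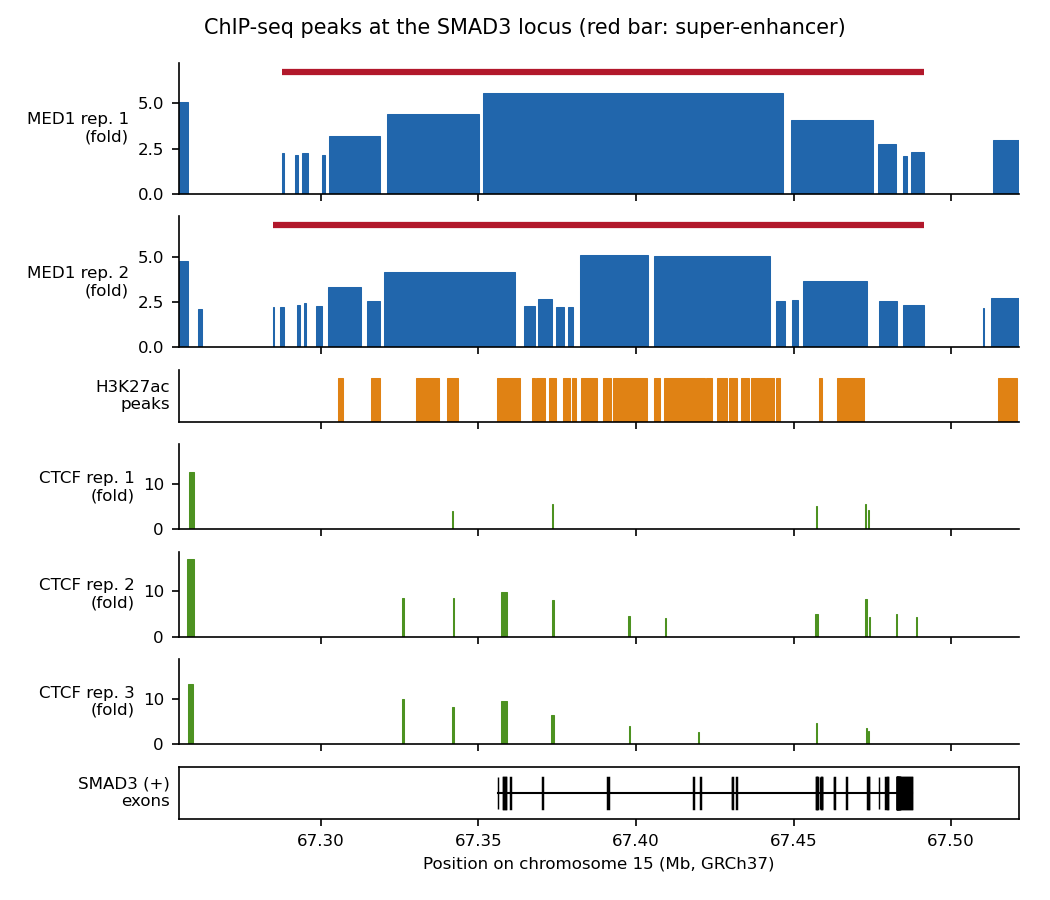
Peaks at the SMAD3 locus by position on chromosome 15 (Mb). Bars give the fold enrichment over input of each MED1 and CTCF peak, H3K27ac peaks are drawn at equal height because their list holds no fold, and red bars mark the stitched regions called as SEs. The red bar spans the gene in both MED1 replicates, 203.7 kb in replicate 1 and 206.5 kb in replicate 2.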

The *SMAD3* is listed having an SE in its loci in Fig 3D red bar with elevated MED1 peaks spanning a long DNA stretch (202 kb). The same SE is identified by high and broad H3K27ac peaks in the SMAD3 loci (Fig 3D). 

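In the single H3K27ac library, 24 peaks overlapped the SMAD3 SE and covered 93.3 kb, which was 45.8% of its span in MED1 replicate 1 and 45.2% in replicate 2. The widest of them ran from 67408978 to 67421909 on chromosome 15. Its width of 12.9 kb was above that of 99.5% of all H3K27ac peaks in the list. The median width of the peaks in the SE was 2.52 kb, against 2.13 kb over the list. When H3K27ac peaks were stitched on their own at 12.5 kb, the SMAD3 region ran from 67356077 to 67472454 and ranked 6 among 27828 regions by the length covered with peaks. The list holds no height or fold enrichment for H3K27ac peaks, and the authors' score has no stated scale, so it is not taken as a height. A score of exactly 3100 is shared by 6363 peaks, which have no order among themselves, and 6691 peaks have this score or a higher one. Of the peaks in the SE, 6 of 24 (25%) were at or above 3100, against 13.6% over the list. Their median score was 336, against 454 over the list.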

The *TGFβ2* loci also contained a SE (MED1 high peaks) spanning a long (89kb) DNA stretch (Fig 3E red bar). 

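TGFB2 (ENSG00000092969) lies on chromosome 1 of GRCh37 from 218518678 to 218617961 on the plus strand. The stitched MED1 region with the highest signal in the window of Fig 3E was downstream of the gene, from 218628597 to 218717924 in replicate 1 and from 218630296 to 218723204 in replicate 2. It started 10.6 kb and 12.3 kb past the annotated gene end, and overlapped no exon or intron of TGFB2. Its span was 91.1 kb ± 2.53 (SD, n = 2). Its signal was 1.43 times the SE cut-off in replicate 1 and 1.14 times in replicate 2, with ranks 679 and 1023, so it was called as an SE in both. The call in replicate 2 was lost under some alternatives. The signal there was 0.902 of the cut-off with fold enrichment minus 1 in place of fold enrichment, and 0.824 with −log10 p in its place. It was 0.985 with peaks lying wholly within 2.5 kb of a TSS left out, which kept broad peaks over a TSS. With only peaks of −log10 q of at least 5, the call was lost in both replicates. A further region, over the gene itself, passed the cut-off in replicate 1 (1.02 times) and not in replicate 2 (0.65 times). H3K27ac peaks covered 21.6 kb of the downstream region. The protein-coding TSS nearest to its center was that of TGFB2, 155 kb away in replicate 1 and 158 kb in replicate 2. Among genes of any type, the nearest TSS was that of LINC02869 in replicate 1, at 40.7 kb, and of U3 in replicate 2, at 38.5 kb. The nearest-TSS rule also gave TGFB2 an SE farther downstream, outside the window of Fig 3E, which was looked up after its values were seen. It ran from 218736518 to 218957879 in replicate 1, with 2.94 times the cut-off and rank 173, and from 218791139 to 218981602 in replicate 2, with 2.22 times and rank 335. Its center was 329 kb and 368 kb from the TSS of TGFB2, and it overlapped no protein-coding gene.

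**Figure D2:**
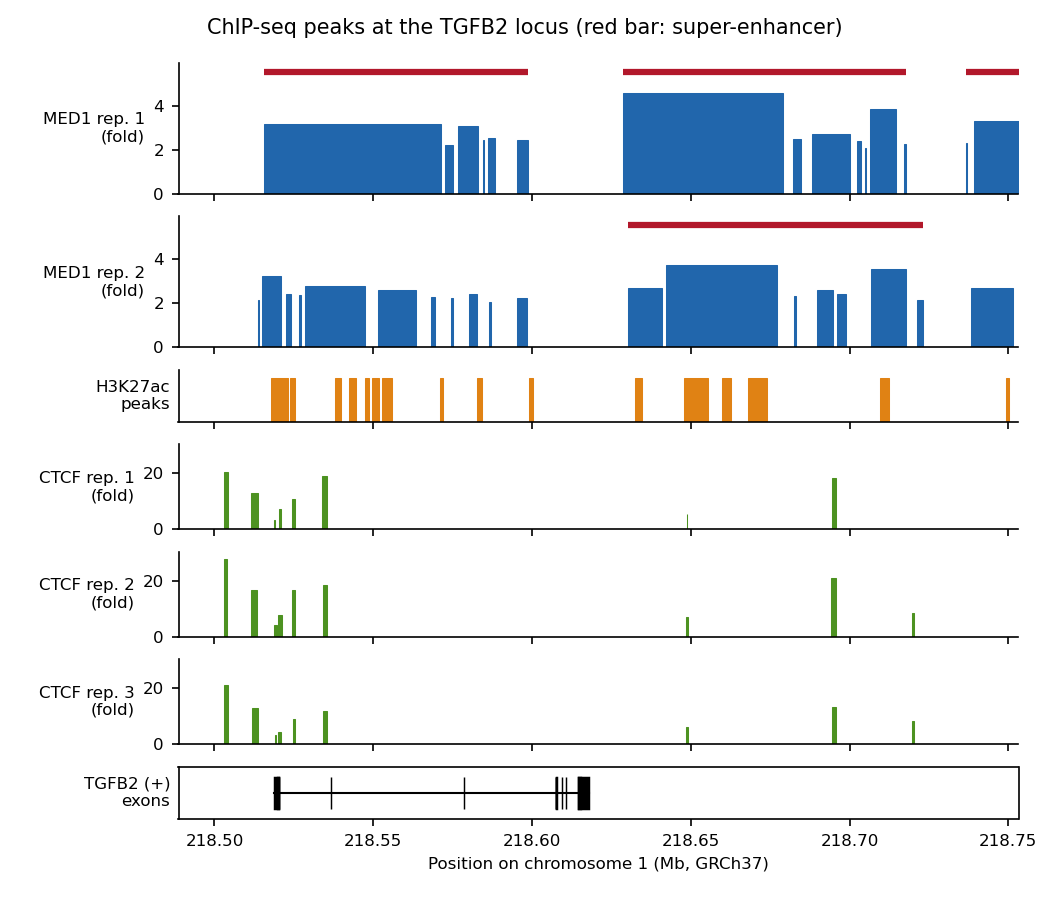
Peaks at the TGFB2 locus by position on chromosome 1 (Mb), with the fold enrichment over input of each MED1 and CTCF peak as bar height and H3K27ac peaks at equal height. Red bars mark stitched regions called as SEs. The downstream region is marked in both MED1 replicates and the region over the gene in replicate 1 only. A red bar at the right edge is part of another SE of replicate 1 that extends past the plotted window.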

MED1 was also involved in a large enhancer at the *TGFβ1* loci, although it was not categorized as an SE by Rose code (S3 Fig black bar). 

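TGFB1 (ENSG00000105329) lies on chromosome 19 of GRCh37 from 41807492 to 41859827 on the minus strand. The stitched MED1 region with the highest signal within 50 kb of the gene contained its TSS and ran from 41856898 to 41905040 in replicate 1 and from 41857558 to 41916317 in replicate 2. Its span was 53.5 kb ± 7.51 (SD, n = 2), longer than 91.4% and 92.7% of all stitched regions. Its signal was 0.48 ± 0.0089 (SD, n = 2) of the SE cut-off, and its mean fold enrichment was 2.83 ± 0.094 (SD, n = 2). H3K27ac peaks covered 28.5% of it in replicate 1 and 22.2% in replicate 2. Most of the region lay upstream of TGFB1, and the TSS nearest to its center belonged to B9D2 in replicate 1 and to EXOSC5 in replicate 2. With only peaks of −log10 q of at least 5, another region was the highest within 50 kb of TGFB1, past the other end of the gene and nearest to the TSS of HNRNPUL1.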

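The same search, gene body extended by 50 kb on both sides, was made for TGFBR1 (ENSG00000106799, TβRI), SMAD2 (ENSG00000175387), CTGF (ENSG00000118523, listed as CCN2) and COL6A1 (ENSG00000142156). No region within this distance reached the SE cut-off in either MED1 replicate. Farther away, the nearest-TSS rule assigned an SE to COL6A1 in both replicates, which was looked up after its values were seen. It lay on chromosome 21 from 47241513 to 47308392 in replicate 1, with 2.55 times the cut-off and rank 234, and from 47242015 to 47309926 in replicate 2, with 2.28 times and rank 316. It was a single MED1 peak in each, overlapped the gene PCBP3, and its center was 127 kb and 126 kb from the TSS of COL6A1. The rule did not count start sites of transcripts inside PCBP3, and the SE may lie nearer to such a site. For TGFBR1, on chromosome 9 from 101866320 to 101916474, the highest region differed between replicates. It lay upstream of the gene in replicate 1, with a span of 48.5 kb and a signal of 0.51 of the cut-off, and over the TSS in replicate 2, with 31.1 kb and 0.25 of the cut-off. The highest region at SMAD2, on chromosome 18 from 45335328 to 45457517, had 0.064 ± 0.016 (SD, n = 2) of the cut-off. At CTGF, on chromosome 6 from 132269316 to 132272512, the highest region also differed between replicates, 41.9 kb upstream of the gene in replicate 1, with 0.17 of the cut-off, and over its TSS in replicate 2, with 0.14. That at COL6A1, on chromosome 21 from 47401684 to 47424964, had 0.014 ± 0.0038 (SD, n = 2). No region within the searched distance was called under stitching at 5 or 25 kb, with −log10 q of at least 5, or with the gene body extended by 10 kb. With the last of these, both replicates had the region over the TSS as the highest at TGFBR1.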

We did not find SEs or large enhancers at loci for *TβRI*, *SMAD2* or TGFβ target genes (*CTGF*, *COL6A1*). These results suggest that MED1 directly facilitates transcription of the ligands (*TGFβ1/β2*) and their transducer (*SMAD3*), which are essential for TGFβ signaling. These data provide direct evidence for MED1 regulation of components of the TGFβ signaling pathway at the genome level. 

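Set side by side, the highest MED1 regions in the windows searched at SMAD3 and TGFB2 were above the SE cut-off in both MED1 replicates, and those at JUNB, TGFB1, TGFBR1, CTGF, SMAD2 and COL6A1 were below it in both. The TGFB2 signal was 1.28 ± 0.20 (SD, n = 2) times the cut-off, a distance from it of little more than the spread between replicates, whereas the SMAD3 signal was farther above it than that spread. The highest region at TGFBR1 was not the same in both replicates, so its signals are not replicates of one region. In replicate 1 the highest, upstream of the gene, had 0.51 of the cut-off, above the 0.48 of TGFB1. In replicate 2 the highest, over the TSS, had 0.25, below the 0.49 of TGFB1. The region over the TSS of TGFBR1, the highest in both with the gene body extended by 10 kb, had 0.290 ± 0.052 (SD, n = 2) of the cut-off, below TGFB1 by more than the spread between replicates. With 2 replicates, no test between loci was made. From the MED1 SEs at SMAD3 and TGFB2 and the large enhancer at TGFB1, the paper proposes that MED1 directly facilitates transcription of these ligands and their transducer. The peak lists measure where MED1 was bound, and expression was measured in other experiments of the paper.

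**Figure D3:**
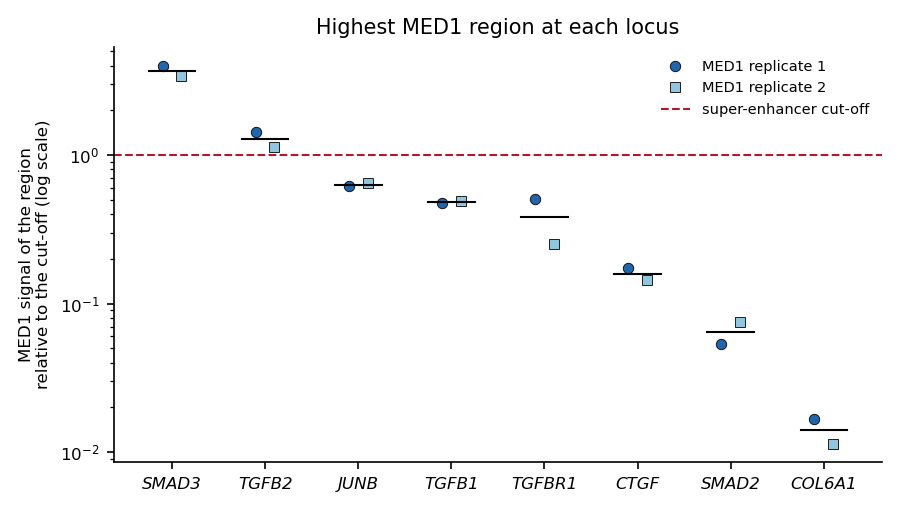
Signal of the highest MED1 region in the window searched at each of the loci relative to the SE cut-off (vertical axis, log scale), for MED1 replicate 1 (circles) and replicate 2 (squares). At TGFBR1 and CTGF the 2 points are different regions. Black lines are the means and the dashed red line is the cut-off, which SMAD3 and TGFB2 exceed in both replicates.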

The role of SE associated genes other than genes in the TGFβ signaling pathway are beyond the scope of this study but will be elucidated in future studies.

**Fig 3:**
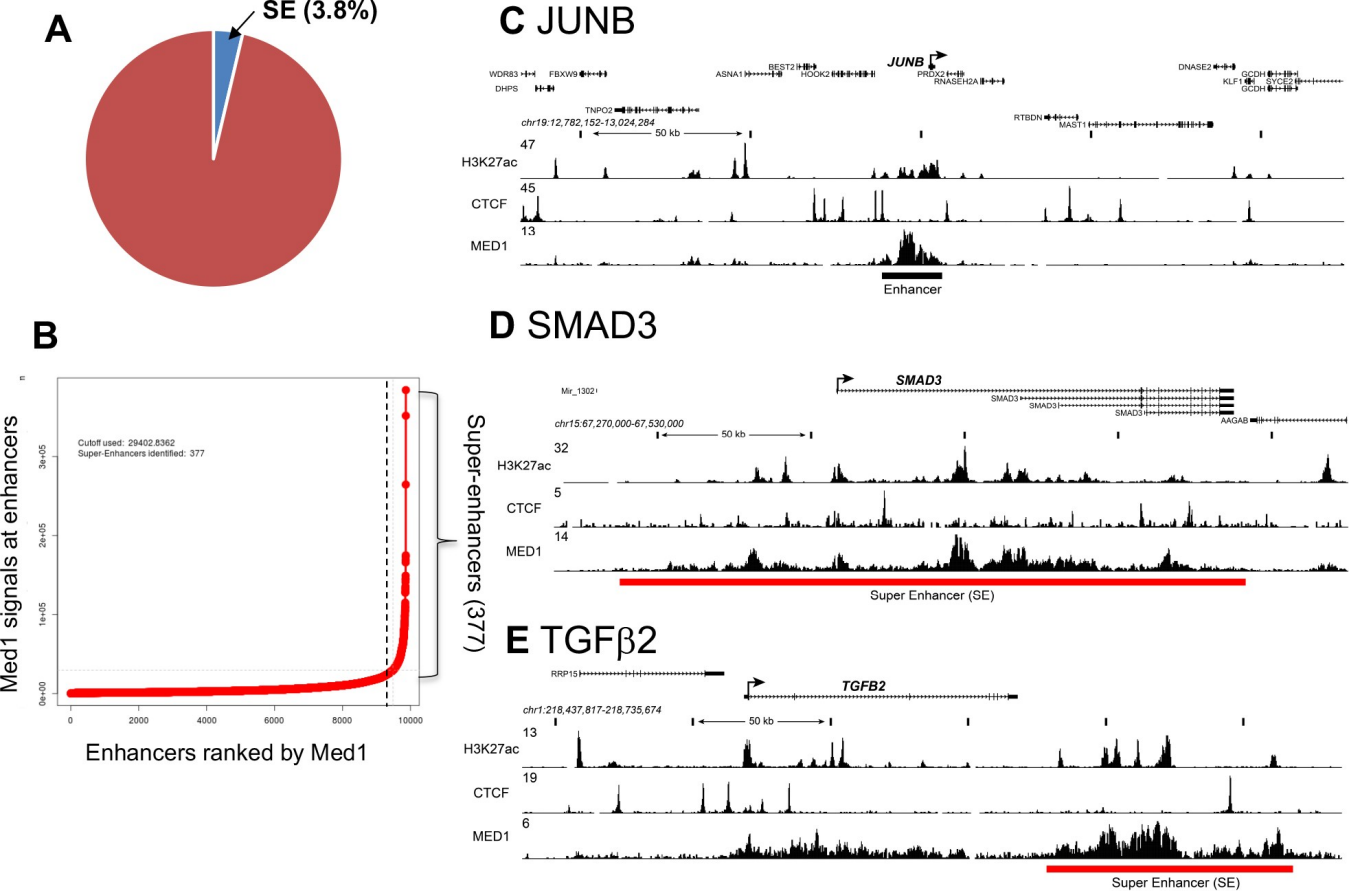
ChIP-seq identifies SEs in regulatory regions of TGFβ signaling genes. ChIP-seq was conducted on cultured keratinocytes using antibodies against MED1, H3K27ac and CTCF. (A) The number of SEs (3.8%) and typical enhancers (9873) identified by MED1 peak calling are depicted schematically. (B) Distribution of MED1 ChIP-seq signals (total reads) across the typical enhancers, in which enhancers are ranked by increasing MED1 signal. With a subset of enhancers, 377 SEs were identified that contain exceptionally high amounts of MED1 (right side of dotted line). (C-E) ChIP-seq binding profiles (reads per million per base pair) for the H3K27ac (active histone), CTCF (DNA loop site) and MED1 at *JUNB* (C), *SMAD3* (D), and *TGFβ2* (E) loci in keratinocytes. Red and black bar represent SE and typical enhancer, respectively. Schematic models of SE and typical enhancer are shown in Fig 6.

### Pharmacological inhibition of TGFβ signaling enhances IFE and SG lineages

To further test whether TGFβ signaling is involved in maintenance of epidermal lineages, TGFβ signaling was locally inhibited in skin by RepSox (RS), a selective inhibitor of TGFβ receptors (TGFβR1/TGFβR2). TGFβ signaling was inhibited locally in the skin by topical application of a small volume of drug (RS), limiting systemic effects from oral dosing. The RS (30 μl) was applied to the surface of back skin (shaved) during telogen of C57BL6 mice (8–9 wk). The drug was applied to the skin daily for 5 days (5 d) or for 12 days (1, 2, 3, 4, 5, 8, 9, 10, 11, 12^th^ day) (12d). RS application increased the thickness of IFE at 5d leading to hyperplasia at 12d (Fig 4A HE yellow arrows, S4C Fig quantitated thickness). RS increased cell proliferation in the isthmus/JZ/I (Fig 4C red triangles) and basal cells of the IFE by 5d treatment as shown by images (Fig 4D red triangles), that is supported by quantitation of PCNA positive cells (S4C Fig graph PCNA). Moreover, RS increased the IFE markers KRT1, IVL, FLG in the upper HF at 5d (Fig 4B RS 5d red triangles) and throughout the abnormally enlarged HFs at 12d (Fig 4B RS 12d). RS treatment also enhanced SG differentiation as demonstrated by 1) increased size of SG (Fig 4A 5d red triangle), 2) increased Oil Red O reactive lipids in SG (Fig 4E RS red triangles) (S4C Fig quantitation), and 3) increased PPARγ positive cells in SG (Fig 4F white triangles) by 5d treatment, the quantitation of which is shown in S4C Fig (PPARγ). However, SG differentiation was not increased at 12d. The mRNA levels of SG/IFE markers were increased at 5 d (Fig 4G) consistent with the histological results (Fig 4B, 4E and 4F). In contrast, RS blunted hair differentiation as mRNA expression of the hair markers of *Krt31*, *Krt32*, *Krt2-16* was decreased (Fig 4G). We confirmed efficient inhibition of TGFβ signaling by RS by showing reduced *Ctgf* expression (Fig 4G).

**Fig 4:**
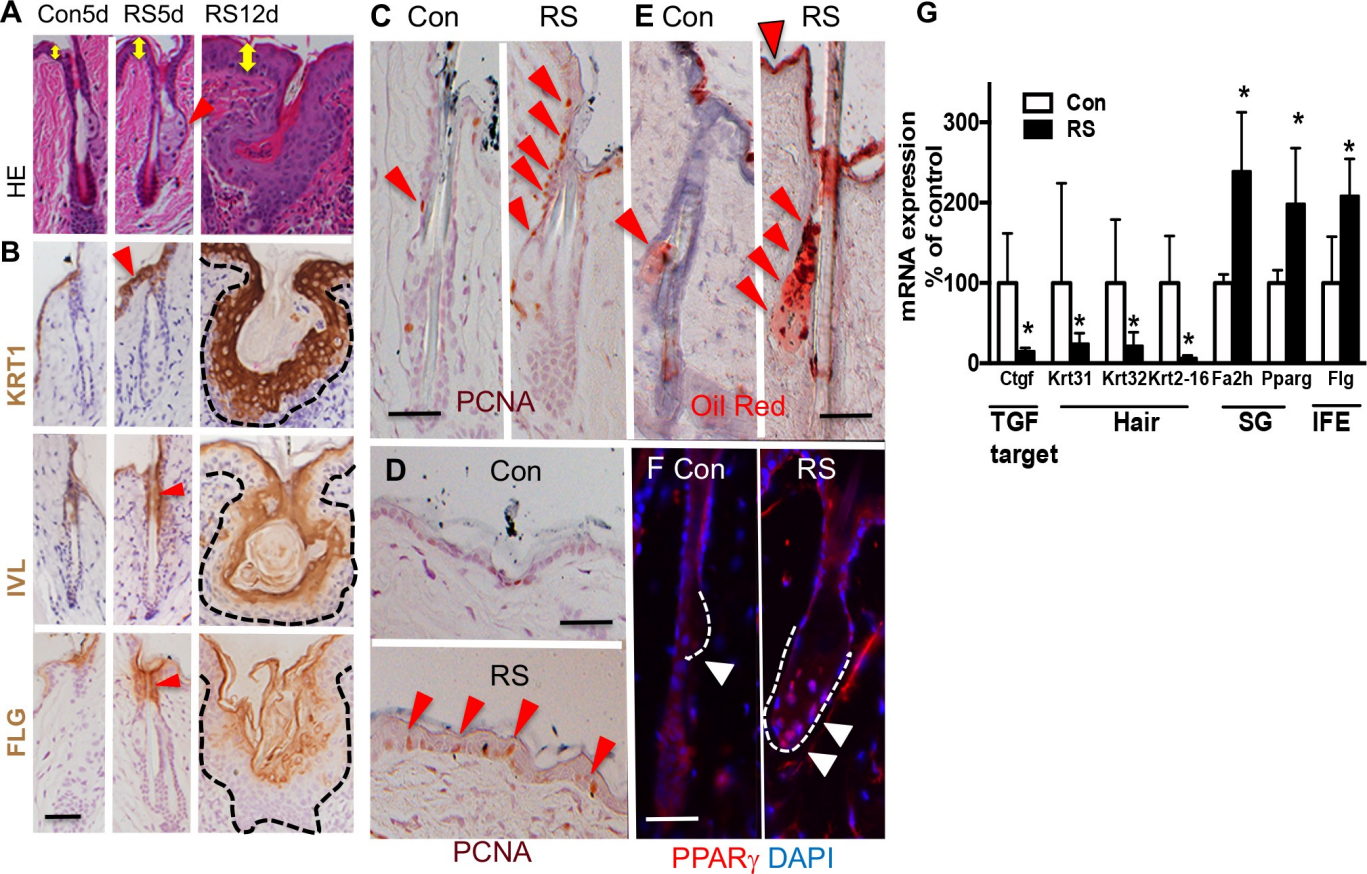
TGFβ inhibitor enhances epidermal lineages for IFE and SG. (A) H&E staining of skin that are treated with TGFβR inhibitor, RepSox (RS), for 5d and 12d. Yellow arrows show epidermal thickness. (B) Immunostaining of RS treated skin (5d and 12d) for IFE markers (KRT1, IVL, FLG) (brown with blue counter staining). Red arrows show the position of IFE markers at 5d. (C, D) PCNA staining (brown with blue counterstaining). PCNA positive cells are shown by red triangles in HF (C) and IFE (D) at 5d after RS treatment. (E) Oil Red O staining (red) with blue counterstain for 5d Con and RS treated skin. The triangles show increased lipids accumulated in IFE (top of the skin) and SG (lower area), in RS skin. The shape of the SG is shown by dotted lines. (F) The PPARγ staining showing the shape of the SG with dotted line. The RS skin has enlarged SG (red with blue DAPI counterstaning). Red signal in dermis is non-specific. (G) mRNA expression of lineage specific markers for hair, SG and IFE in RS treated skin compared to control skin (5d) (qPCR mean +/- SD, n = 3, t-test, *p<0.05).

### Pretreatment of the skin with RepSox accelerates wound re-epithelialization

The skin was pretreated with RS for 5 d following which a 3 mm skin biopsy was taken as previously described [29]. Wounds in RS pretreated skin closed faster compared to wounds made in non-treated skin at both 1d and 3d after wounding as shown by morphology (Fig 5A, S4A Fig) and size of wounds (Fig 5B quantitation). The effects were reproduced with statistical significance. The RS pretreatment accelerated the re-epithelialization rate as shown by representative HE images (Fig 5C, S4B Fig) and quantitation (Fig 5D). The RS treatment increased cell proliferation over 10 fold in isthmus/JZ/I (Fig 5E RS 0d red arrows) in non-wounded skin, and the increase was sustained in isthmus/JZ/I after wounding at 1 d (Fig 5E RS 1d). We did not observe these effects when RS was applied post-wounding, discounting a role of RS on post wounding inflammation and fibrosis with respect to re-epithelialization. Our RS results (5d) are consistent with the phenotypes of *Med1* KO skin in that both show increased proliferation, enhanced IFE/SG lineages [13], and accelerated wound re-epithelialization [16]. However, accelerated healing in Med1 KO or RS treated skin may not be solely due to re-epithelialization. Nor can we exclude other as yet unidentified or untested factors also altered by Med1 KO (as listed in S1 Table), that might contribute to the rapid wound closure in either *Med1* KO or RS pretreated skin.

**Fig 5:**
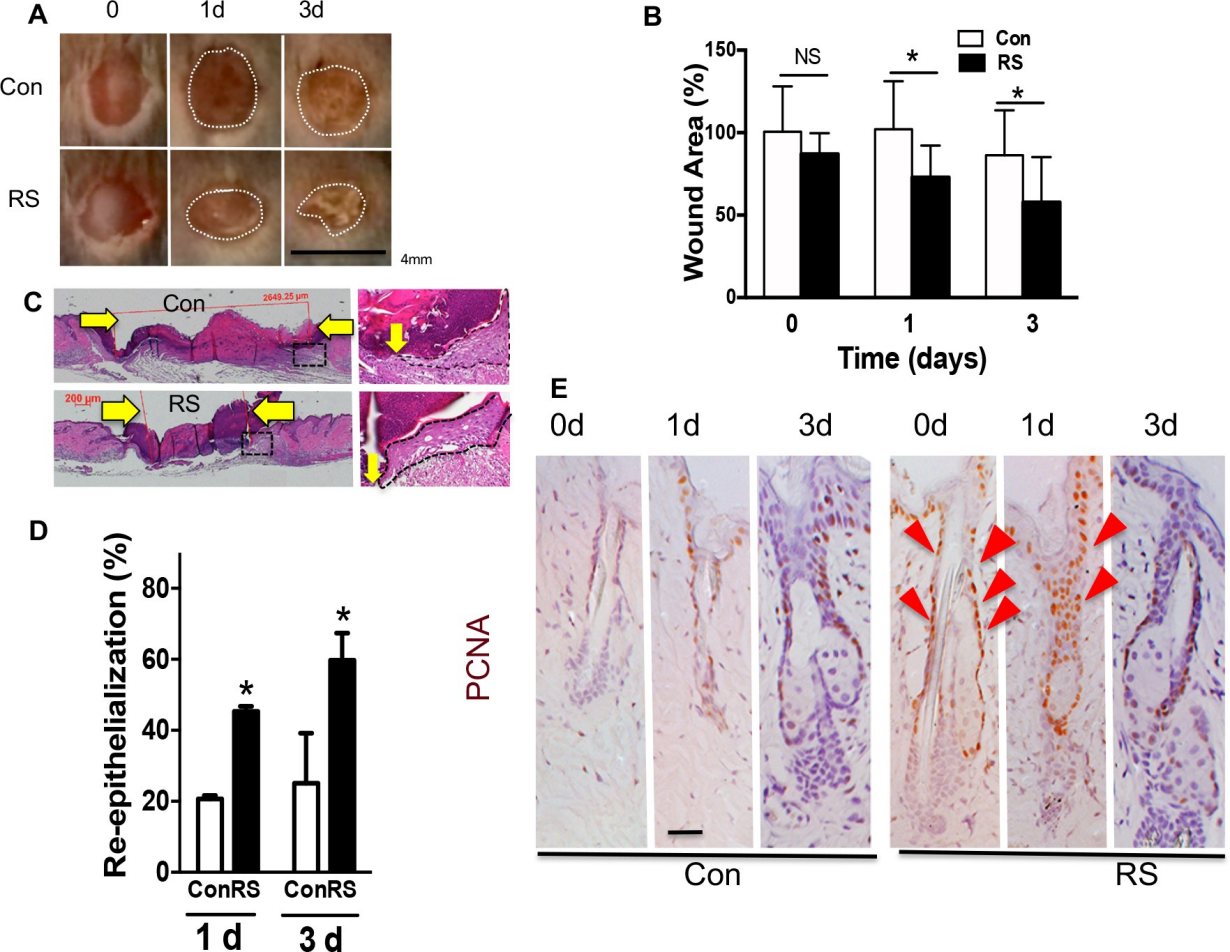
TGFβ inhibitor RS accelerates wound re-epithelialization. (A) Photographs of skin wounds at 0d, 1d, and 3d after 3mm biopsy was excised from RS pretreated or control skin. *Bar* = 4mm. Variation in 2 wounds and 3 mice are in Fig S4A Fig. (B) Quantitated wound size (mean +/- SD *p<0.05, 2 sections per mouse, 3 mice each group). (C) H&E staining of skin wounds (3d) with enlarged images (right). Yellow arrows show wound edges. (D) Re-epithelialization rate at 1d and 3d (mean +/- SD, n = 6, *p<0.05) that is calculated by the ratio of the distance between the wounding edges of the epithelial tongues to the original diameter of the wound. (E) Cell proliferation at wound edges. PCNA staining (brown) with blue counterstaining. Red triangles show brown PCNA positive cells increased in RS treated wounds. *Bars* = 50 um. Representative images of reproduced results are shown.

The similarity between the phenotypes of *Med 1* KO skin and RS treated skin with respect to their impact on epidermal lineages suggests that TGFβ signaling mediates at least part of Med1 effects on epidermis. For example, *Med1* may facilitate an anti-proliferative function of TGFβ1 in IFE/SG potentially through the production of ECM related components such as CTGF or COL6A1. *CTGF*, the most down-regulated gene in *Med1* KO skin, may be involved in such regulation as previously proposed [30]. These ECM related genes may maintain a microenvironment of epidermal cells fostering cell quiescence and suppressing IFE/SG differentiation as seen in other tissues [17, 19]. In contrast, TGFβ2 secreted from the hair germ may promote HF development by counteracting quiescent BMP signaling as previously described [31].

The suggestion that TGFβ signaling contributes to these actions of Med1 in skin is further supported by several TGFβ related transgenic mouse models. Increased SG/IFE differentiation with hair defects was reported in inducible dominant negative *TGFbR2* null skin [32]. Hair defects are observed in conditional Krt14 driven *TGFbR2* null skin [31], and in mice lacking desmosomal component *Col17a1*, by which hair and melanocyte stem cells are regulated by *TGFβ* signaling [33]. Accelerated skin wound healing phenotypes were observed in *SMAD3*-null mice [34]. Conditional *TGFβR2* null mice [35] are noted to have enhanced wound re-epithelialization by increasing cell proliferation and migration, that are also observed in our siMed1 keratinocytes (Fig 2). These reports support our conclusion that Med1 regulation of skin lineages and wound re-epithelialization involves modulation of TGFβ signaling. That said we recognize that other pathways such as the wnt/β-catenin or other pathways may also be involved, but that remains to be elucidated.

Our results suggest that the depletion of Med1 from Krt14 expressing keratinocytes accelerates wound healing via increased re-epithelialization. However, we do not exclude unidentified mechanisms that contribute to the rapid wound closure in either *Med1* KO or RS pre-treated skin. One possibility is that the Med1/TGFβ signaling indirectly affect dermal myofibroblasts, that drives wound contraction to accelerate wound closure [36]. However, our results showed the changes are minor or even in opposition as myofibroblast markers were reduced in both normal and wounded skin of KO. Therefore, it is unlikely that accelerated would closure is due to the contraction. In addition, the same may be true in RS pre-treated skin because other study showed that topical application of an TGFβ antagonist peptide reduces wound contraction [37]. More detailed mechanism for regulation of wound healing by Med1/TGFβ will be elucidated by our future investigation.

## Conclusions

Our study demonstrates that *Med1* regulates TGFβ signaling and controls epidermal lineages and regeneration as illustrated by our proposed model (Fig 6). *MED1* (green*)* may mediate transcription of *TGFβ1/β2* and *SMAD3* via the formation of large super-enhancers (SE) (Fig 6A). *Med1* targets TGFβ1/β2 and SMAD3 (arrows) to induce TGFβ downstream target genes (e.g. *CTGF*, *COL6A1*) that may maintain cell quiescence and/or epidermal lineages (Fig 6B). *Med1* null skin or TGFβ inhibition by RepSox (5d) enhance epidermal lineages towards IEF and SG and accelerate epidermal regeneration during cutaneous wound healing (Fig 6C). Our findings present a potential new approach to accelerate injury induced epidermal regeneration by blocking Med1 or TGFβ signaling to treat poorly healing wounds.

**Fig 6:**
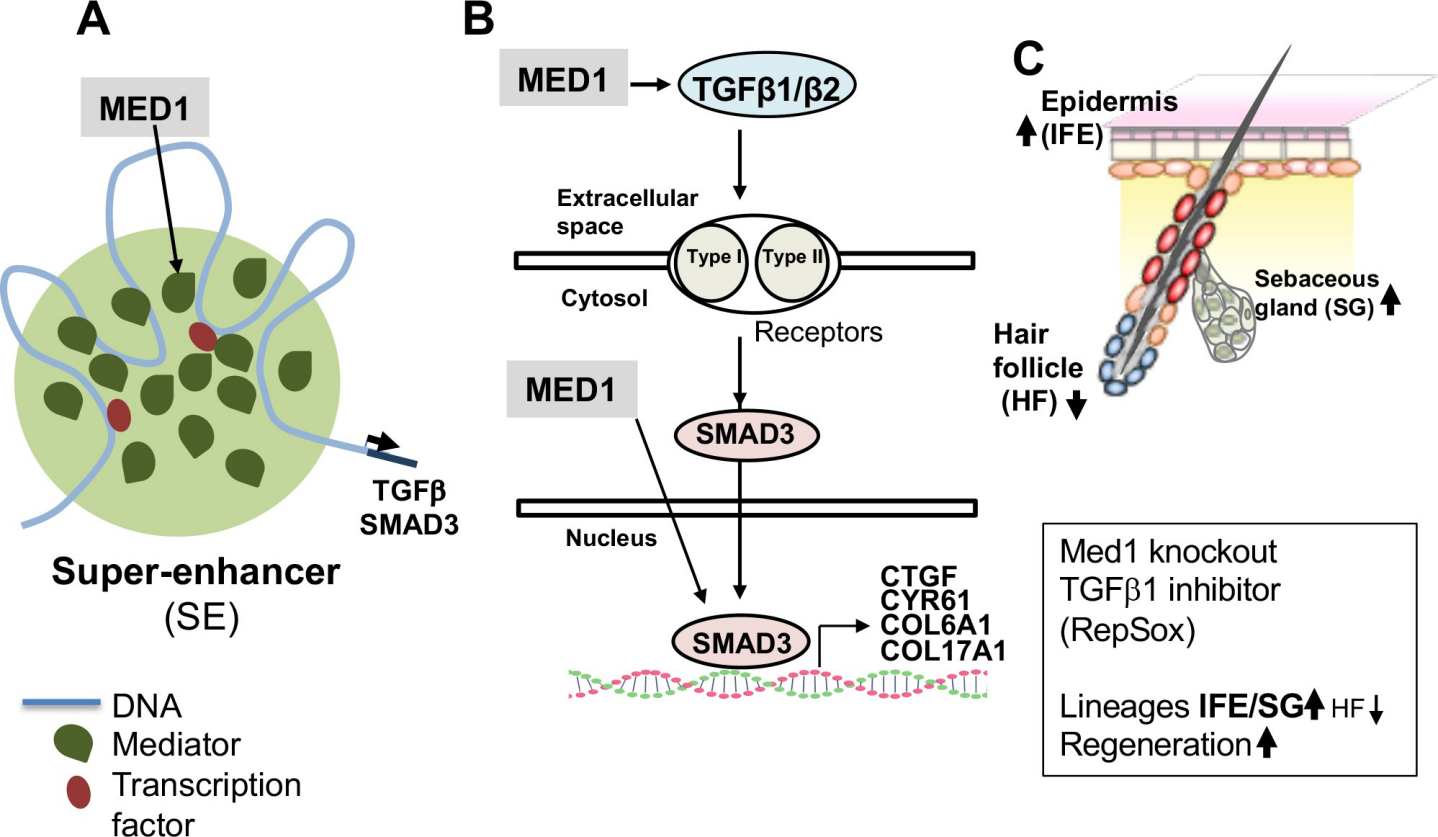
A proposed model in which *Med1* regulates TGFβ signaling, epidermal lineages and regeneration. (A) *Med1* mediates transcription of *TGFβ1/β2* and *SMAD3*. Mediator (green) including *Med1* subunit is densely incorporated into large super-enhancers (SE) that drive selected genes involved with lineage maintenance and tissue regeneration [9]. (B) *Med1* induces TGFβ1/β2 and SMAD3 (arrows) to support TGFβ downstream target gene expression (e.g. *CTGF*, *COL6A1*) that may maintain cell quiescence or epidermal lineages. (C) *Med1* null skin increases epidermal lineages but suppresses HF lineage. Med1 and TGFβ signaling may have distinct but overlapping roles in regulating different lineages as described in results and discussion. TGFβ inhibition by RepSox (5d) recapitulates the phenotypes of *Med1* null skin with respect to accelerated wound re-epithelialization, providing a potential new approach to treating diseases such as delayed wound healing.

## Supporting information

S1 Table The TGFβ1 is listed as an upstream regulator for KO keratinocytes. (XLSX) Click here for additional data file.

S1 Fig TGFβ signaling pathway is inhibited in KO wounded skin (1d). (TIF) Click here for additional data file.

S2 Fig Med1 deletion affects wounded skin 1 day after injury. (TIF) Click here for additional data file.

S3 Fig MED1 forms large enhancer at the TGFβ1 loci. (TIF) Click here for additional data file.

S4 Fig TGFβ1 inhibitor RepSox accelerates wound re-epithelialization rate. (TIF) Click here for additional data file.

S1 File (DOCX) Click here for additional data file.

## Abbreviations

Med1: Mediator 1
Krt: keratin
Flg: fillagrin
Lor: loricrin
TGFβ: transforming growth factor beta
HF: hair follicle
IFE: interfollicular epidermis
SG: sebaceous gland
Isthmus/JZ/I: the isthmus and junction zone and infundibulum
PPARγ: peroxisome proliferator activated receptor γ
ChIP: chromatin immunoprecipitation and DNA sequencing
SE: super-enhancers
TF: transcription factor
ESC: embryonic stem cells
KO: knockout
CON: control
IPA: Ingenuity pathway analysis
ECM: extracellular matrix
d: day
wk: week
RS: RepSox
α-SMA: α-smooth muscle actin

# Supplementary material for: Deletion of Mediator 1 suppresses TGFβ signaling leading to changes in epidermal lineages and regeneration
**Source:** PLoS One. 2020 Aug 28;15(8):e0238076. doi: 10.1371/journal.pone.0238076
**Supplement:** S1 File

**SUPPLEMENTAL INFORMATION**

**Experimental procedures**

**RNA preparation for microarray analysis**

Total RNA was isolated from epidermal cell preparations, that were isolated from *Med1* KO and CON mice using a Pico Pure RNA purification kit (ABI). RNA was also extracted from skin wounds by Stat60 and purified using RNeasy mini kit (Qiagen). RNAs were analyzed using a Pico Chip on an Agilent 2100 Bioanalyzer (Agilent Technologies) to confirm their purity and concentration. The methods were optimized until a quality of RNA met the standard set by UCLA Genomic Core for Illumina array platform (Mouse Ref-8 v2.0 Ambion).

**Isolation of mouse keratinocytes**

The skin was dissected from *Med1* KO and littermate CON mice. After subcutaneous fat was thoroughly removed, the skin was incubated with 0.25% trypsin/EDTA (Gibco) at 37℃ for 40 min dermis side down. The epidermis was separated from dermis with a scalpel. Keratinocytes were isolated from the epidermis by incubating epidermis with 0.25% trypsin/EDTA at 37℃ for 5 min and gentle pipetting. After neutralizing the trypsin with chelated fetal bovine serum (FBS), undigested tissue was removed through 70 μm and 40 μm cell strainers.

**Real time PCR analyses**

A real time PCR (QPCR) analysis was conducted to validate the microarray results using primers to a subset of genes from the microarray. cDNA synthesis was performed using a TaqMan Reverse Transcription Reagents kit using random hexamer that was provided (Applied Biosystems, N808-0127, Foster City, CA). Real-time quantitative PCR was performed using Power SYBR Green (Applied Biosystems, 1102115) with the 7300 or 7500 Real Time PCR system (Applied Biosystems). Relative mRNA levels compared to the control gene GAPDH were determined using the ΔΔCt method. Primers for the QPCR analysis were derived from the Primer Bank. Primer sets were verified by drawing dissociation curves. Analysis was conducted using at least two independent litters of KO mice or two independent batch of keratinocytes. Averages and standard deviations of relative mRNA expression are calculated. Statistical significance was evaluated by calculating the *p-*values using the Student’s t-test.

**Skin wounding protocol**

Male mice for *Med1* KO and CON (n=3-6 each) were used for wounding studies. They were studied at 8-10 wk of age when CON skin was mostly pink (telogen) as wound healing is related to HF cycling (Ansell et al., 2011). Mice are anesthetized with isoflurane inhalation using vaporizer. After shaving hair, two 3 mm full thickness skin biopsies were taken from the upper portion of their backs. Respiratory rate is monitored and adequacy of anesthesia will be confirmed by lack of response to foot pinch or whisker stimulation during the procedure. After surgery, mice are kept in warm pads for their recovery from anesthesia. All efforts were made to minimize suffering. As KO skin always contained abnormal black/grey anagen patches mixed in pink telogen skin, skin biopsies were taken from both anagen and telogen skin only in the case of KO mice. The hair cycle was judged by visual inspection of skin color. The wounds were monitored during their recovery as described (Oda et al., 2015). Skin wounds (3mm) were harvested after 1 or 3 d of wounding following euthanasia done by decapitation under overdose of isoflurane. All the mice are sacrificed after wounding studies and are not use for other purposes. For analyses, one of the wounds was used for histology and the other for mRNA levels. The rim of tissue around the other wound in the same mouse was harvested and stored in RNA later for subsequent mRNA expression analyses.

**Histological analysis**

*Med1* KO and littermate control (CON) skin or RS treated skin were fixed by 4% PFA. They were dehydrated and embedded in paraffin. The skin was sectioned at 7 mm at angles to show whole hair follicles. The centers of wounds were also sectioned in the same way. They were stained with hematoxylin and eosin (HE) for morphological analyses and for measurement of distances between wound edges to determine rates of re-epithelialization.

**Morphometric measurement of re-epithelialization.** Photographs with a ruler were obtained at each time point, digitized, and areas and perimeters of the epithelial margins measured with software in Bioquant. Measurements across the wound as well as between the leading edges of the epidermis were measured and expressed as a ratio of the distance between the leading edges of the epithelial tongues to the overall diameter of the wound as re-epithelialization rate.

**Immunostaining**

Paraffin embedded skin sections were treated with antigen unmasking solutions (Vector lab Citrate-based, H-3300). They were blocked by an avidin/biotin blocking kit (Vector lab, SP-2001), and incubated with primary antibodies against Krt1 (Covance), involucrin (Covance), filaggrin (Covance), loricrin (Covance). They were then developed by Vectastain Elite ABC kit (Vector Lab) using DAB staining solution (Vector Lab, SK-4100) until brown signals were visible. The sections were counterstained with Gill’s Hematoxylin.

**Immunofluorescence**

Non-fixed skin samples were dehydrated by 30% sucrose and embedded in OCT compounds. Frozen sections were prepared and blocked with 5% fetal bovine serum (FBS), 1% bovine serum albumin (BSA), 0.01% Tween 20, and incubated with Krt15 (Covance, chicken antibody), PPARγ (Santa Cruz Biotech H-100 sc-7196), TGFβ1 (V) (Santa Cruz sc-146), and CTGF (Santa Cruz Biotech, L-20), and COL6A1 (Santa Cruz). Cultured keratinocytes were fixed by 4% PFA for 10 min and incubated with antibodies against Santa Cruz sc-146 and p-SMAD2/3 (Phospho-SMADd2 (Ser465/467)/SMAD3(Ser423/425) (Cell Signaling D27F4 mAb #8828). They were subsequently incubated with species specific secondary antibodies conjugated with fluorescent dyes (Invitrogen Molecular Probes), including Alexa 594 (red) and Alexa 488 (green). Cells were counterstained by b-catenin (Santa Cruz E-5). They were then counterstained with DAPI. The images were taken and merged through multi-dimension analysis (add software name Carl Zeiss).

**PCNA staining on skin section**

The skin sections were stained with a PCNA staining kit (Invitrogen) according to the manufacturer’s instructions with minimum exposure of substrate in order to specifically and quantitatively detect highly proliferative cells. The PCNA positive cells were quantitated by image analysis using Bioquant. The percentage of PCNA positive cells in KO compared to CON was calculated. Statistical significance was evaluated by counting cells in 6 or more sections in each group each with 3 mice/group.

**Primary keratinocyte culture**

Epidermis was separated from neonatal human foreskin and primary keratinocytes were isolated from epidermis and cultured in serum-free keratinocyte growth medium 154CF containing growth supplements (Gibco, Cascade biologics) containing low (0.07 mM) calcium. Second to fourth passages of keratinocytes were cultured with same medium in low calcium to maintain them. Cells were used under pre-confluent conditions in which density dependent epidermal differentiation was avoided.

### siRNA silencing of *MED1* in primary keratinocytes

Second or third passage of primary keratinocytes were plated in 12 well plates at a density of 50-70% confluency on the day of transfection. Cells were transfected with either siRNA for *MED1* (Thermo, Dharmacon, ON-TARGET Plus L-040964-01) or control siRNA (Thermo Dharmacon D-0012206-13-05). A pool of four siRNA duplexes with UU overhangs and a 5′ phosphate on the antisense strand specific for human *MED1* (SMART pool PLUS M-004267-00 5′-GGTCTGATTTGGTTAAGAA-3′, 5′-GTTCAGAGATCATAGGAAT-3′, 5′-TAAATAGGGTTCAGAGATC-3′, 5′-CAAGCTGGGTGAATTAGAA-3′) Dharmacon Research (Lafayette, CO) were used. Cells were transfected with siRNA using siLentFect (Bio-Rad) according to the manufacturer’s protocol. The blocking efficiency of *MED1* was confirmed by qPCR analysis.

**EdU Cell proliferation assay**

Cultured keratinocytes maintained in 154CF with 0.07mM were labeled with 10 uM EdU for 60 min. Incorporated EdU was visualized by Click-iT EdU Alexa Fluor^TM^ 594 imaging kit (Thermo Scientific) and observed with DAPI counter staining. The numbers of EdU positive cells per total cells were determined in at least 3 fields using two independent batch of primary cultures of keratinocytes.

**Cell migration *in vitro* assay**

Confluent keratinocyte cultures were switched to 154CF media without supplements to stop their proliferation for 4 hr. The cultures were scratched using a 20 ul pipette tip (Rainin).  Cell migration was monitored by taking photographs in the same field before and after (16 hr) scratching at 5 or more different locations.  Cell migration was assessed by measuring the unoccupied space using Bioquant software. Statistical significance was evaluated by t-test using at least 5 different fields in two independent batches of keratinocytes.

**Recombinant TGF**β**1 treatment**

Recombinant mouse TGFβ1 (R&D system) was activated by reconstituting in 4 mM HCl containing at least 0.1% bovine serum albumin. Transfected cells were treated with different concentrations of rTGFβ1 in the supplement free media overnight. The study of human cells was conducted with the approval of the VA safety committee.

**Inhibition of TGF**β **signaling by RepSox**

Small molecule TGFβ inhibitor, RepSox (2-[3-(6-Methyl-2-pyridinyl)-1H-pyrazol-4-yl]-1,5-naphthyridine, Sigma) was dissolved in 50% propylenge glycol (PPG), 10% EtOH or in acetone. A volume of 30 ul (0.6 μmole) of RepSox or vehicle were applied daily for 5 days on a marked site of back skin of C57BL6 mice (male) at 8-10 wk of age. Full thickness biopsies (3 mm) were taken from drug pretreated or vehicle treated skin, and wound healing was monitored by the same methods as previously performed [28].

**Figure legends for Supplemental figures.**

**S1 Table**  **TGFβ1 is listed as an upstream regulator for *KO keratinocytes***. Upstream regulators are listed by IPA software, which are potentially responsible for the observed changes in Med1 KO keratinocytes compared to CON. The name of regulator, fold change of the regulator, molecule type, predicted state (activated or inhibited), z-score, statistical significance (p-value) are calculated by IPA software. TGFβ1 is the most significant regulator shown by red color, and wnt/β-catenin is also shown (blue).

**S1 Fig**  **TGF**β **signaling pathway is inhibited in KO wounded skin (1d).**

Upper panel: TGFβ1 also is listed as an inhibitory upstream regulator responsible for changes in KO wounded skin at 1 day after wound injury.

Lower panel: IPA software applied microarray data (KO and CON skin wounds at 1 d) to their template for TGFβ signaling, in which many genes were down-regulated (green). Subcellular localization (extracellular, cytoplasm, and nucleus) of their ligands, receptors, and regulatory genes, *Smad* mediated transcription, and TGFβ downstream target genes are shown. Their relationships are shown by arrows (activation) and stop signs (inhibition).

**S2 Fig Med1 deletion affects wounded skin 1 day after injury.**

(A) Masson trichrome staining at wounding edge. Representative images of three wounds (n=3) from CON and KO, in which collagen depositions in dermis is shown by blue color (Bars = 200 μm).

(B) The mRNA levels for epidermal TGFβ targets in non-wounded (CON, KO) and wounded skin (CON w, KO w) at 1d after injury. The percentage compared to non-wounded CON skin is shown (qPCR, mean +/- SD n=3, t-test, *p<0.05).

(C) The mRNA levels of TGFβ regulated myofibroblast markers, α-smooth muscle actin (α-SMA acta2), vinmentin (vin), VE-cadherin (Cdh5), intercellular adhesion molecule 1 (Icam1) as shown in (B) (1d) (microarray, average of 3 wounds).

**S3 Fig MED1 forms large enhancer at the TGFβ1 loci**.

ChIP-seq binding profiles for H3K27ac, CTCF, and MED1 in keratinocytes. The black bar shows a large enhancer, in which MED1 is densely incorporated. The profile was reproduced in two different batches of primary keratinocytes, and typical profile is shown.

**S4 Fig 5 TGF**β**1 inhibitor RepSox accelerates wound re-epithelialization rate**.

(A) Photographs of skin wounds at 0d, 1d and 3 d after 3 mm biopsies were taken from back skin that were treated with vehicle (CON) and RepSox (RS) (2 wounds in 3 mice each group). (B) HE stain of skin wounds after 3 days. Blue arrows show epithelial edges to close the wounds. Red line is the distance of two edges to calculate the re-epithelialization rate. (C) Quantification of histologic images shown in Fig. 5, in which epidermal thickness (Fig. 5A), PCNA staining (Fig. 5C) and PPARγ positive cells (Fig. 5F) were quantitated by Bioquant software. Percentiles of RS treated skin compared to vehicle control skin (CON) were calculated. Significance was calculated by t-test (n=6 *p<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

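ChIP-seq was performed by the authors on cultured primary human keratinocytes with antibodies against MED1 (2 replicates), CTCF (3 replicates) and H3K27ac (1 library), with a chromatin input as reference for peak calling. The input library was not analysed here. The names of the lists carry abbreviations that can be read as a vehicle and as a normalization. The paper's text explains neither for ChIP-seq, so whether the cells received a vehicle and whether the lists were normalized is not known, and the fold enrichments were used as given. The authors aligned reads to hg19 (GRCh37) with Bowtie2, kept uniquely aligned reads and called peaks with MACS2 for each library. The deposited MED1 and CTCF lists give, for each peak, a fold enrichment over input, which is a linear ratio, and −log10 p and −log10 q values. The lowest −log10 q was 1.01 in both MED1 lists and between 1.31 and 1.36 in the CTCF lists. The deposited H3K27ac list gives a position and a score for each peak, without fold enrichment or q. It has 5 columns, not the broadPeak form that the methods name for MACS2. Its score has no stated scale, with a lowest value of 50 and exactly 3100 in 6363 of its 49028 peaks. The score was used to count peaks at or above 3100 and to give medians within the list, and was not taken as a height. All fold enrichments and scores are the authors' values, used to describe, rank or filter peaks within a list. Read numbers are not part of these lists, so depth and counting error are unknown, and whether the replicates differ in depth could not be examined.

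Peaks on chromosomes 1 to 22, X and Y were used, which left out 33 and 47 MED1 peaks and 166, 210 and 99 CTCF peaks. Regions were stitched at 12.5 kb, the distance the authors gave to ROSE, in each MED1 replicate separately. How the authors combined replicates for ROSE was not found in the text. ROSE uses read density, so the ranking here is a substitute made from peaks: the sum over the peaks of a region of fold enrichment times length, with the tangent cut-off of ROSE. Values are means over the 2 MED1 replicates with SD. Gene positions, exons and transcription start sites of protein-coding transcripts were taken from GENCODE release 44 lifted to GRCh37. To find the nearest gene of a region, and start sites inside the 5 best-ranked regions, only the outermost start of each gene was used. All peak lists were checked against this build by the share of peaks over a start site, which was 28.7% for H3K27ac against 5.42% after shifts. Loci were taken as the region with the highest signal in the windows of Fig 3C-E or, for the 5 loci without such a panel, within 50 kb of the gene body. The loci named in the text are those the paper names in its ChIP-seq results, and the 5 regions with the best mean rank over both MED1 replicates. The SEs assigned to TGFB2 and COL6A1 from outside the searched windows were looked up after their values were seen.

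Overlaps were compared with circular shifts of one set along each chromosome in one-sided permutation tests with 1000 shifts, and 100 shifts for the comparison sets. Shifts can move a region into unassembled or peak-poor parts of a chromosome, which lowers the share after shifting, and shifts of 100 to 500 kb are less exposed to this. A CTCF site had to be present in all 3 replicates and lie within 10 kb of an SE edge. An approximate 12-base CTCF core pattern was searched within 100 bp of each CTCF summit and at a flank 1000 bp away. The alternatives were other stitching distances (5 and 25 kb), peaks with −log10 q of at least 5, pooled or shared peaks of the replicates, peaks near a transcription start site left out, other definitions of the signal, other overlap rules, shifts of 100 to 500 kb, and each replicate left out in turn. They were listed before the data were examined, together with the tests at the paper's claims and the rule for the named genes. In the alternative without peaks near a start site, only peaks lying wholly within 2.5 kb of one were left out. Broad peaks over a start site stayed, and 73.8% and 75.8% of the SEs of replicates 1 and 2 then still contained a start site. Stitching and overlap counts were checked against bedtools 2.31.1 on the same peaks. The shift test was tested on simulated data: p was under 0.05 in 1.67% of 60 independent sets of 1000 regions and in 100% of 20 sets with planted overlap. All sets were compared with the same simulated set, with fewer shifts. Their regions had widths of CTCF peaks and random positions. Clustering of peaks and the length of SEs were not simulated, so the error rate for the real sets is not known from this. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. The microarray, siRNA and inhibitor experiments of the paper were not analysed here.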

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

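The test of H3K27ac coverage in this part was set before its result was seen. The MED1 regions with the best mean rank over both replicates lie at genes that the ChIP-seq results of the paper do not discuss, and each is above the input level by the authors' peak calls. The region on chromosome 14 from 68804593 to 69290763 in replicate 1 had a signal of 16.0 times the SE cut-off (mean of both replicates), and the nearest protein-coding start site was that of ZFP36L1, inside the region. The region on chromosome 2 from 43055025 to 43498355 had 15.3 times the cut-off and contained the start site of ZFP36L2. The region on chromosome 8 from 29228548 to 29882614 in replicate 1 had 12.1 times the cut-off with DUSP4 as the nearest gene. This replicate 1 interval contained no protein-coding start site. In replicate 2 the region was longer, from 29198582 to 29886524, and start sites inside that interval were not counted. The region on chromosome 12 from 75950877 to 76430384 had 12.1 times the cut-off (12.1324, against 12.0866 for the DUSP4 region) and contained the start site of PHLDA1. The region on chromosome 8 from 128171630 to 128551255 had 10.9 times the cut-off and contained the start site of POU5F1B. For comparison, SMAD3 had 3.68 times the cut-off. In replicate 2 the POU5F1B region was longer, 608 kb against 380 kb, and its signal was 12.7 times the cut-off against 9.09. It there also covered positions 128571728 to 128777631, which in replicate 1 were a separate SE of rank 152, assigned to MYC.

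A technical explanation for the high signal of these regions is a mapping artefact without active chromatin. H3K27ac peaks, from a separate library, covered 27.7% of the 5 regions of replicate 1 against 4.37% after circular shifts (permutation test with 1000 shifts, p = 0.001, the smallest they can give), more than at random positions. An artefact of the genome or the alignment would be shared by the libraries and would give H3K27ac peaks as well, so such an artefact cannot be told apart from active chromatin with these lists. Differences in copy number against the reference, and a bias of the signal toward long regions, stay open too. The design has 1 condition, so no biological explanation was tested.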

How the results depend on the processing

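None of the alternatives in this part was chosen after the results were seen. Of 160 recomputed values over 19 results, 140 stayed on the same side of their test or cut-off, within 1.5 times for a count, or within the spread between replicates for a value without either. Another 18 moved and 2 fell below the SE cut-off. None reversed. Staying within these limits is not an unchanged value. The mean number of regions went from 17013.5 with stitching at 25 kb to 31654.5 at 5 kb. That of SEs went from 916.5 without peaks near a start site to 1366 with stitching at 5 kb. Some of the 140 values could not have moved. The definition of the signal does not enter the span, so the spans at SMAD3, TGFB2 and JUNB were identical under the other definitions. With either MED1 replicate left out, a span or share is the value of the remaining replicate. That value always lies within the SD of the mean of both. The 140 is thus not a count of independent checks. SMAD3 was called as an SE under every alternative run. The overlap results for H3K27ac, CTCF and the replicates stayed above the shifts under every alternative run, and no SE lay within 50 kb of TGFB1, TGFBR1, SMAD2, CTGF or COL6A1 under any alternative run for them. The SE assigned to COL6A1 from farther away was not recomputed under the alternatives.

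With only peaks of −log10 q of at least 5, there were 9166.5 regions and 450 SEs (means of 2 replicates), the spans fell to 122 kb at SMAD3 (154 kb in replicate 1 and 91.0 kb in replicate 2), 42.6 kb at TGFB2 and 20.7 kb at JUNB, and the TGFB2 signal was 0.613 of the cut-off. Fewer peaks enter by construction. With stitching at 25 kb the spans were 288 kb at SMAD3, 352 kb at TGFB2 and 80.0 kb at JUNB, where replicate 2 alone was extended, to 132 kb. A longer stitching distance joins neighbouring regions by construction. With stitching at 5 kb they were 68.1 kb at TGFB2, where replicate 2 alone shortened, to 46.8 kb, and 24.2 kb at JUNB. With both replicates pooled, the span at TGFB2 was 94.6 kb. Without peaks near a start site, it was 20.1 kb at JUNB. With −log10 p in place of fold enrichment, the mean TGFB2 signal was 0.947 of the cut-off. The cause of this last change was not tested.

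The mean hides the replicates at TGFB2. Replicate 2 was below the cut-off under 4 of the alternatives, including 2 under which the mean was above it: 0.902 with fold enrichment minus 1, and 0.985 without peaks near a start site. The other 6 moved values were the share of SEs among regions, between 4.04% and 6.10%. Leaving out either MED1 replicate gave from 1134 to 1221 SEs. The alternative with a q threshold for H3K27ac was not run, because that list has no q. No paired analysis was possible because the results come from overlaps and rankings within libraries, with no fit that compares groups. Read depth is unknown, so its effect on the number of weak peaks was not examined.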

Differences from the paper's values

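No test was run in this part, and the SEs assigned to COL6A1 and TGFB2 from farther away were looked up after their values were seen. The paper reports 9873 typical enhancers, and stitching here gave a mean of 23327 regions, of which 21985 and 22314 in the 2 replicates were below the SE cut-off. The paper gives its 377 SEs as 3.8% of total enhancers, which is the share they make of 9873, so 9873 may be its number of all enhancers, and it is compared here with all regions. With only peaks of −log10 q of at least 5 the mean was 9166.5, within 1.5 times the paper's number. None of the other alternatives set before the data were examined came within it. The paper's number of SEs is 377, and the tangent cut-off gave a mean of 1177.5. Again only the stricter peak threshold, with 450, came within 1.5 times, and the other alternatives did not. Under that threshold, however, the spans of the SMAD3 and TGFB2 regions were 122 kb and 42.6 kb, against the paper's 202 kb and 89 kb, and TGFB2 was not called as an SE. The replicates differed there. In replicate 1 the threshold left 8764 regions, 410 SEs and 154 kb at SMAD3, each within 1.5 times of the paper's value, but 50.3 kb at TGFB2. In replicate 2 it left 91.0 kb at SMAD3 and 34.9 kb at TGFB2. With all peaks the spans were 205 kb and 91.1 kb. No alternative came within 1.5 times of the paper's number of regions, number of SEs and both spans together.

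The paper describes typical enhancers as segments shorter than 1 kb near a TSS. Here 13.9% and 15.9% of the regions below the cut-off were shorter than 1 kb, their median span was 6.29 kb, and the region at JUNB, the paper's example, spanned 27.3 kb. The paper reports no large enhancer at TβRI and one at TGFB1. Here the highest region at TGFBR1 spanned 48.5 kb upstream of the gene in replicate 1 and 31.1 kb over the TSS in replicate 2, and that at TGFB1 48.1 kb and 58.8 kb. The region over the TSS of TGFBR1 had less signal than the TGFB1 region in both replicates. The region upstream of TGFBR1 in replicate 1 had 0.51 of the cut-off and rank 2568, above TGFB1 with 0.48 and rank 2736. In replicate 2 the upstream region had 0.18, below the 0.49 of TGFB1. The paper reports no SE at COL6A1. None lay within 50 kb of the gene, but by the nearest-TSS rule an SE of rank 234 and 316, with its center 127 kb and 126 kb from the TSS, was assigned to COL6A1. This SE overlapped PCBP3, and the rule did not count transcript start sites inside that gene. The assignment is therefore no clear difference from the paper. The highest TGFB2 region in the window of Fig 3E ranked 679 and 1023, so it would not be among as many top regions as the paper's 377, whereas SMAD3 with ranks 90 and 125 would be, and so would the SE farther downstream that is assigned to TGFB2, with ranks 173 and 335. With stitching at 25 kb the TGFB2 region, then 352 kb long, ranked 97 and 133.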

Other observations

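The tests of the weak-peak explanation and of the TGFB2 ratios were chosen after the values they concern had been seen, and so was reading the CTCF test separately for each replicate. The others were set before.

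Both TGFB2 regions of Fig 3E were weaker in MED1 replicate 2. A candidate explanation is lower enrichment in replicate 2 across all regions. To compare with regions that neither replicate chose, peaks of both replicates were pooled and stitched, and each TGFB2 region was set against the 250 pooled regions ranked above it and the 250 below. The region downstream of the gene had 0.736 times the signal of replicate 1, with 67.5 kb against 75.3 kb covered by peaks and a mean fold enrichment of 3.33 against 4.06. The median ratio of the 500 others was 0.935, with 63.4% of them under 1, and the TGFB2 ratio lay at percentile 9.8 of them. The region over the gene had 0.583 times the signal, with 47.7 kb against 70.8 kb covered and a mean fold enrichment of 2.68 against 3.09. Among the 500 regions compared with it, the median ratio was 0.947 and its own lay at percentile 3. Both regions were examined because their low signal in replicate 2 had been seen, so a low percentile restates that, and lower enrichment across all regions cannot be told apart from a difference at this locus. Depth is unknown and stays open too, and no biological explanation was tested.

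The SE calls may follow the span of a region more than its mean enrichment. Ranking regions by span alone returned 79.1% of the SEs (mean of both replicates), and ranking by mean fold enrichment alone returned 35.5%. The signal is built from fold enrichment times length, so some dependence on span comes from its construction. JUNB, with a higher mean fold enrichment than SMAD3 in both replicates and a shorter span, was below the cut-off.

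The larger number of SEs than in the paper might come from weak peaks kept in the lists. Without the weak peaks, those with −log10 q under 5, the number of SEs came close to the paper's. The SMAD3 region was then 122 kb on average, 154 kb in replicate 1 and 91.0 kb in replicate 2, and the TGFB2 region 50.3 kb and 34.9 kb. At TGFB2 both replicates were more than 1.5 times below the paper's span, and at SMAD3 replicate 2 alone. Whether weak peaks account for the number of SEs stays open, since 1 threshold was run and the replicates differ in the SMAD3 span. Read density in place of peaks was not tested.

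Among CTCF peaks, 7.59%, 26.6% and 3.98% of the lists of replicates 1, 2 and 3 were found in that replicate only, with median fold enrichments of 3.85, 3.64 and 3.50 against 11.0, 17.6 and 12.9 for the peaks of all 3 replicates. A candidate explanation is signal from active chromatin without a CTCF site. In replicates 1 and 2, 8.62% and 13.7% of these peaks overlapped H3K27ac peaks, against 24.7% and 25.1% of the peaks of all 3 replicates. Most of them thus lay outside H3K27ac peaks, which argues against the explanation for most of these peaks there. The share expected by chance was not computed, so a smaller part may still come from active chromatin. In replicate 3, 48.4% of these peaks overlapped H3K27ac peaks, against 23.9%. The core pattern was also 5.92 times as frequent at these peaks as at their flanks, but only 2.61% of them held it, so whether open chromatin explains them cannot be told apart from weak CTCF binding. The core pattern is approximate and was found in at most 22.4% of the peaks of all 3 replicates. Peaks found only in replicate 2, the most numerous with 28844, held it 4.09 times as often as their flanks (3.73% against 0.912%), and those found only in replicate 1 no more often (0.93 times). No biological explanation was tested, since there is 1 condition.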
